# LIFR inhibition enhances the therapeutic efficacy of HDAC inhibitors in triple negative breast cancer

**DOI:** 10.1038/s42003-021-02741-7

**Published:** 2021-10-29

**Authors:** Mengxing Li, Suryavathi Viswanadhapalli, Bindu Santhamma, Uday P. Pratap, Yiliao Luo, Junhao Liu, Kristin A. Altwegg, Weiwei Tang, Zexuan Liu, Xiaonan Li, Behnam Ebrahimi, Hui Yan, Yi Zou, Swapna Konda, Gangadhara R. Sareddy, Zhenming Xu, Yidong Chen, Manjeet K. Rao, Andrew J. Brenner, Virginia G. Kaklamani, Rajeshwar R. Tekmal, Gulzar Ahmed, Ganesh V. Raj, Klaus J. Nickisch, Hareesh B. Nair, Ratna K. Vadlamudi

**Keywords:** Cancer therapy, Drug discovery

## Abstract

Histone deacetylase inhibitors (HDACi) are identified as novel therapeutic agents, however, recent clinical studies suggested that they are marginally effective in treating triple negative breast cancer (TNBC). Here, we show that first-in-class Leukemia Inhibitory Factor Receptor (LIFRα) inhibitor EC359 could enhance the therapeutic efficacy of HDACi against TNBC. We observed that both targeted knockdown of LIFR with CRISPR or treatment with EC359 enhanced the potency of four different HDACi in reducing cell viability, cell survival, and enhanced apoptosis compared to monotherapy in TNBC cells. RNA-seq studies demonstrated oncogenic/survival signaling pathways activated by HDACi were attenuated by the EC359 + HDACi therapy. Importantly, combination therapy potently inhibited the growth of TNBC patient derived explants, cell derived xenografts and patient-derived xenografts in vivo. Collectively, our results suggest that targeted inhibition of LIFR can enhance the therapeutic efficacy of HDACi in TNBC.

## Abstract (web summary)

Li, Viswanadhapalli et al utilized multiple in vitro, ex vivo and in vivo models of TNBC to investigate LIFR inhibition. The authors reported that HDAC inhibition in TNBC cells led to an increase of LIFR expression and over activation of the downstream signaling elements (e.g., STAT3, mTOR, AKT), enhancing the aggressive potential of TNBC cells, and an LIFR inhibitor, EC359, synergistically enhanced the efficacy of HADC inhibitors in suppressing TNBC in vitro and in vivo.

## Introduction

Breast cancer (BC) is the most common cancer in women with an estimated 281,550 new cases and about 43,600 women are expected to die in 2021 from BC in the U.S. (American Cancer Society, Cancer Facts & Figures 2021). Among the different subtypes of BC, 15–24% are triple-negative breast cancer (TNBC)^1^. TNBC is more aggressive, and due to limited targeted therapies, represents a disproportional share of the BC mortality^2,3^. There is a critical need for rationally designed therapeutics that can improve response to TNBC treatment.

Epigenetic changes are implicated in the progression of many cancers including TNBC^4–6^. Histone acetyltransferases (HATs) and histone deacetylases (HDACs) determine the acetylation status of histones. HATs and HDACs affect gene expression; and inhibitors of HDACs (HDACi) cause growth arrest, differentiation, and/or apoptosis of many cancers^7^. The FDA has approved histone deacetylase inhibitors (HDACi), a class of small-molecular therapeutics as anticancer agents for various cancers including T-cell lymphoma and multiple myeloma. HDACi, such as vorinostat, romidepsin, and panobinostat are being tested for treating TNBC in clinical trials. Although HDACi monotherapy showed good promise in treating hematological malignancies, they are marginally effective in treating solid tumors such as TNBC^5,8^.

Leukemia inhibitory factor receptor (LIFR, also referred as LIFRα, LIF Receptor Subunit Alpha, CD118)^9^ and its ligand LIF^10^, are widely expressed in many solid tumors including BC^11^, and their overexpression is often associated with poor prognosis for patients. Recent studies suggested LIF-LIFR axis as a promising therapeutic target for cancer therapy^12,13^. LIF binding to LIFR complex comprised of LIFR and glycoprotein 130 (gp130)^9^, triggers LIFR signaling to activate multiple signaling pathways including JAK, STAT, MAPK, AKT, and mTOR^9,11,14^, all of which are implicated in TNBC progression. Recent studies have elucidated that HDACi treatment promotes expression and activation of LIFR, which restrains the utility of HDACi for BC treatment^15^. Targeting LIFR may serve as a unique approach to enhance the efficacy of HDACi for treatment of TNBC. We have rationally designed, synthesized and selected a lead small organic molecule, EC359 that can emulate the LIF–LIFR binding site and, therefore, function as a LIFR inhibitor^16^. We hypothesized that EC359 will have utility in enhancing the efficacy of HDACi by inhibiting LIFR oncogenic signaling.

Here, we examined the therapeutic utility of EC359 in improving the efficacy of HDACi in TNBC models. Our results showed that multiple HDACi that are currently in clinical trials induce expression of LIFR which compromise the efficacy of HDACi treatment. Utilizing LIFR knockout cell lines, we provided genetic evidence on the essential role of LIFR in HDACi-mediated aberrant activation of oncogenic/survival signaling pathways. Using in vitro and in vivo models, we demonstrated the synergistic effect of EC359 + HDACi combination therapy. Mechanistically, EC359 inhibited HDACi induced LIFR oncogenic signaling pathways.

## Results

### HDACi treatment induces LIFR expression

A recent study using whole-genome microarray discovered that HDACi (vorinostat) treatment induces expression of LIFR which reduces the efficacy of HDACi therapy^15^. We tested the generality of this finding by treating TNBC cells with four different HDACi (vorinostat, panobinostat, romidepsin, and givinostat) which are currently in clinical trials. Western blotting results using five different TNBC cells confirmed that treatment with all four HDACi indeed induced expression of LIFR (Fig. 1a and Supplementary Data Fig. 1a). RT-qPCR assays confirmed upregulation of LIFR mRNA expression (Fig. 1b). Further, HDACi induced LIFR expression is functional as measured by its downstream activation of STAT3 phosphorylation (Fig. 1a and Supplementary Fig. 1a) and STAT3-Luc reporter activity (Fig. 1c). We next determined the expression of LIFR ligands in TNBC cells. Western blot analysis confirmed expression of LIF in TNBC model cells (Fig. 1d). Further, RT-qPCR assays showed that TNBC cells also express other LIFR ligands, specifically OSM and CNTF (Supplementary Fig. 1b). In addition, gp130 which functions as a co-receptor of LIFR is also expressed in TNBC cells (Supplementary Fig. 1b) and HDACi treatment did not alter its expression (Supplementary Fig. 1c). Collectively, these findings confirmed that HDACi aberrantly activates the expression of LIFR and abundant expression of LIFR ligands in TNBC cells may contribute to autocrine signaling via LIFR.

**Fig. 1:**
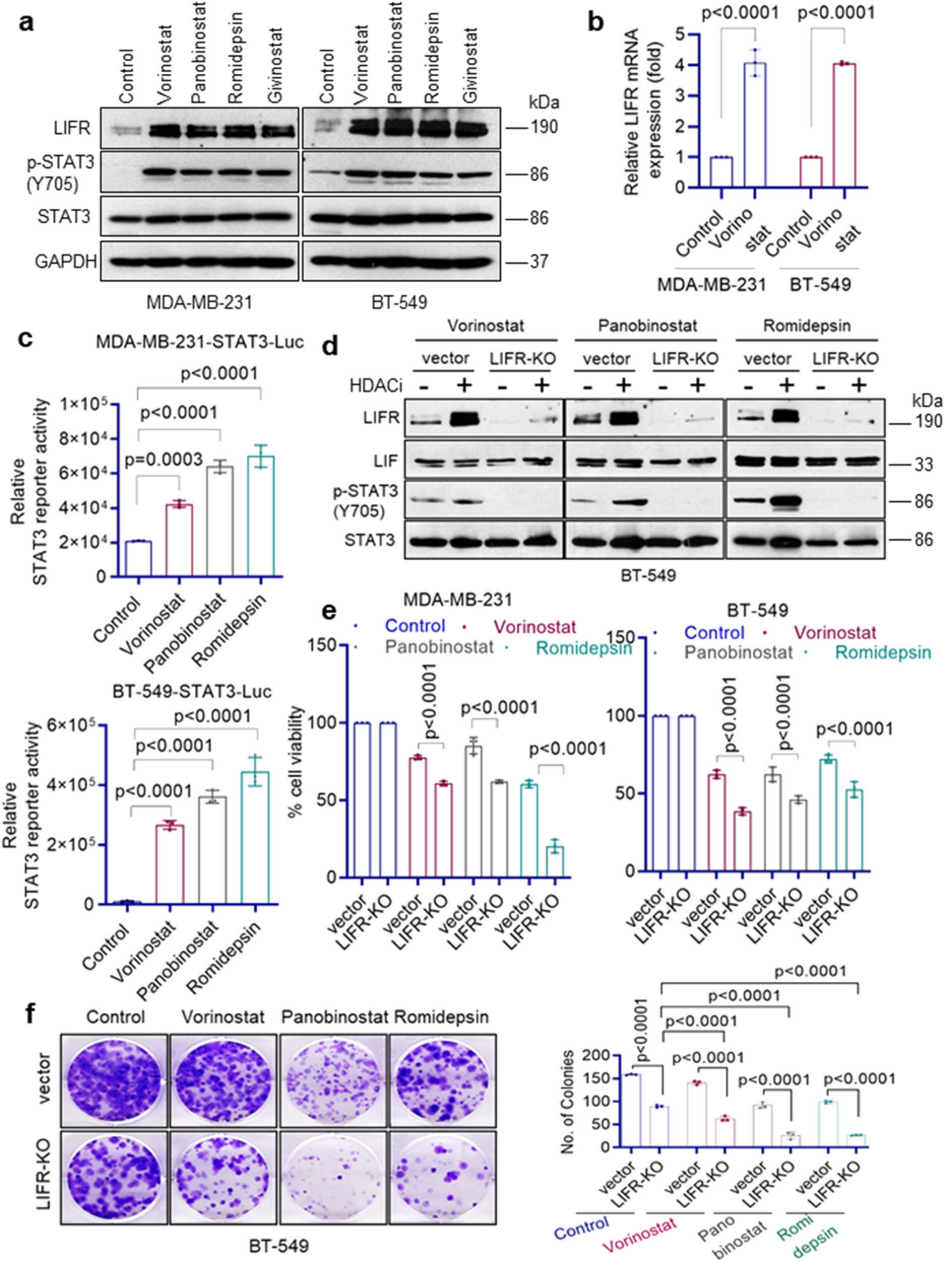
HDACi treatment-induced STAT3 activation via LIFR expression. **a** TNBC model cells (MDA-MB-231 and BT-549) were treated with indicated HDACi (vorinostat: 10 µM; panobinostat: 1 µM; romidepsin: 1 µM; givinostat: 1 µM) for 24 h and expression of LIFR, p-STAT3(Y705), and STAT3 were determined using Western blotting. **b** MDA-MB-231 and BT-549 cells were treated with vorinostat (10 µM) for 10 h and levels of LIFR were measured by RT-qPCR. RT-qPCR data were normalized to GAPDH and data are representative of three independent experiments (*n* = 3). **c** MDA-MB-231 and BT-549 cells stably expressing STAT3-luc reporter were treated with indicated HDACi and reporter activity was measured after 24 h. Data are representative of three independent experiments (*n* = 3). **d** BT-549 vec or BT-549 LIFR-KO cells were treated with indicated HDACi (vorinostat: 10 µM; panobinostat: 1 µM, romidepsin: 1 µM) for 10 h and induction of LIFR, LIF, and p-STAT3(Y705) was measured by Western blotting. The effect of LIFR-KO on the activity of HDACi was determined using MTT cell viability assay (**e**) and clonogenic survival assay (**f**). **e**, **f** Data are representative of three independent experiments (*n* = 3). Error bars represent SD. In **b**, **e**, and **f**, *p*-values were calculated using two-way ANOVA. In **c**, *p*-values were calculated using one-way ANOVA.

### HDACi-mediated STAT3 activation requires the presence of LIFR

To confirm the direct role of LIFR in HDACi-mediated activation of STAT3, we knocked out (KO) the expression of LIFR using the CRISPR/Cas9 system and then treated cells with HDACi. LIFR-KO substantially reduced the induction of STAT3 phosphorylation mediated by HDACi (Fig. 1d). In MTT cell viability assays, LIFR-KO increased the potency of HDACi in reducing cell viability (Fig. 1e). Further, in colony formation assays, LIFR-KO enhanced the ability of HDACi to reduce the cell survival of TNBC cells (Fig. 1f). Collectively, these results suggest that HDACi-mediated STAT3 activation requires the presence of LIFR.

### LIFR inhibitor EC359 synergizes with HDACi to decrease TNBC cell viability

We examined whether treatment with EC359 enhances the therapeutic potency of HDACi on TNBC cells using MTT cell viability assays. As shown in Fig. 2a and Supplementary Fig. 2a, b, addition of EC359 enhanced the potency of HDACi in reducing cell viability compared to HDACi as monotherapy. Results showed that the combination index (CI) values were <1 in all the three HDACi combinations tested and confirmed that the combination therapy was synergistic. We also compared the utility of STAT3 inhibitor (NSC 74859) in combination with HDACi. Results indicated that STAT3 inhibitor mediated reduction in cell viability of TNBC cells requires µM concentrations and is not synergistic to HDACi (Supplementary Fig. 3a, b). On the contrary, EC359 at nM concentrations is synergistic to HDACi in reducing cell viability of TNBC cells.

**Fig. 2:**
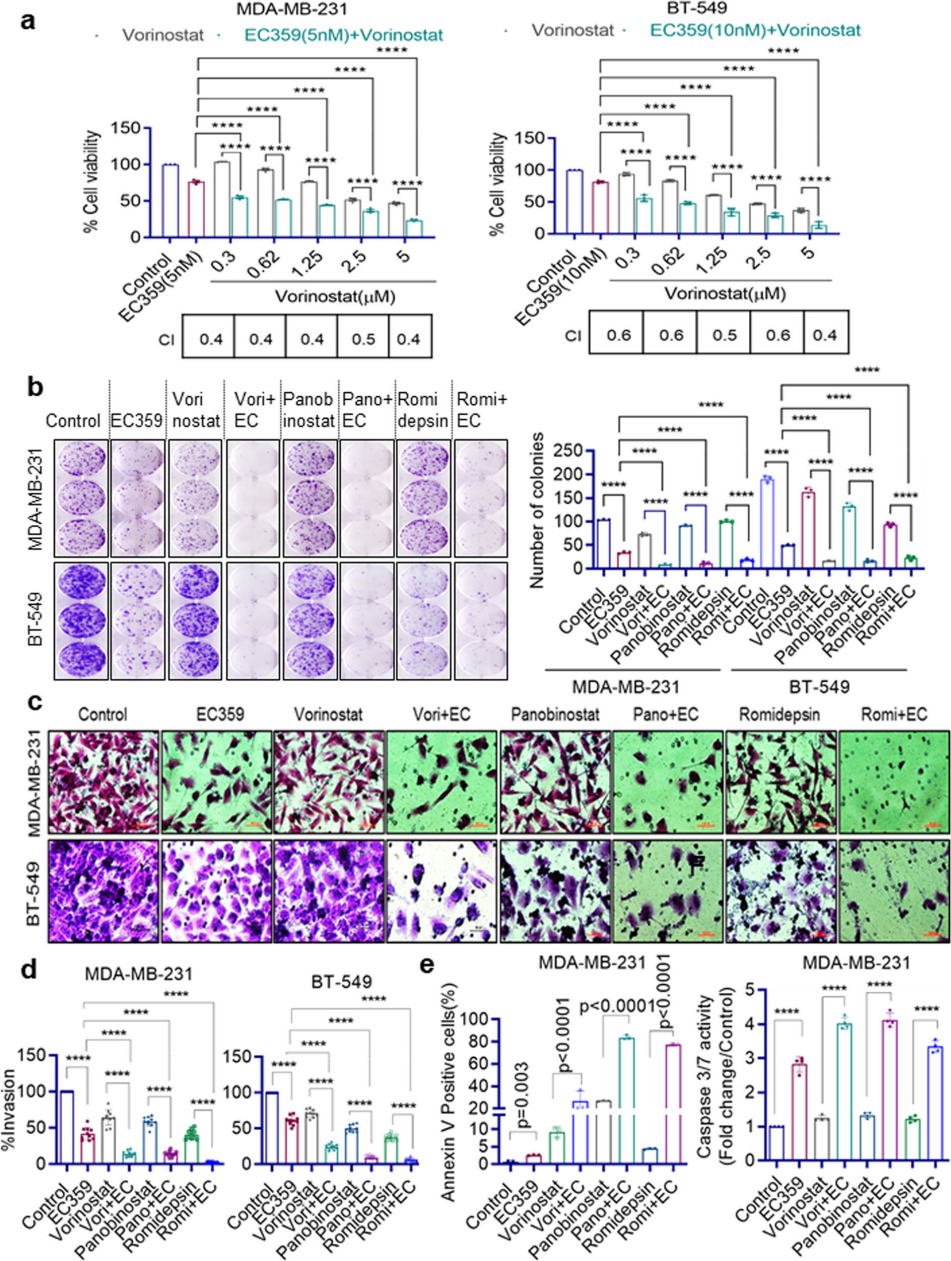
EC359 synergistically enhanced HDACi ability to reduce cell viability, colony formation, invasion, and to induce apoptosis of TNBC cells. MDA-MB-231 and BT-549 cells were treated with indicated concentrations of vorinostat (**a**), for 72 h in the presence or absence of EC359 (MDA-MB-231: 5 nM; BT-549: 10 nM) and the cell viability was measured by MTT assay (*n* = 3). Combination Index (CI) values with respect to different concentrations were shown in the bottom of each graph. **b** Effect of EC359 + HDACi combination therapy on the cell survival of TNBC cells was measured using colony formation assays (*n* = 3). Representative images from three independent experiments are shown on the left panel, and quantitation of colonies is presented on the right panel. **c** Effect of EC359 + HDACi combination therapy on cell invasion of MDA-MB-231 and BT-549 cells was determined using matrigel invasion chamber assays. Data are representative of three independent experiments (*n* = 3). Representative images of invaded cells are shown and the number of invaded cells were quantitated (**d**). **e** Effect of EC359 + HDACi therapy on apoptosis was determined using Annexin V-PI staining and Caspase 3/7 activity (Caspase-Glo 3/7® assay) in MDA-MB-231 cells. Data are representative of three independent experiments (*n* = 3). Error bars represent SD. The combination index (CI) of EC359 + HDACi therapy was determined using Chou-Talalay method. *p*-values were calculated using two-way ANOVA. ****P < 0.0001.

### EC359 enhances potency of HDACi in biological assays in vitro

We then evaluated the utility of EC359 + HDACi therapy using several biological assays. In clonogenic survival assays, EC359 enhanced HDACi ability to reduce the colony formation of MDA-MB-231 and BT-549 cells compared to monotherapy (Fig. 2b). Matrigel invasion assays demonstrated that combination therapy of EC359 + HDACi is more effective in reducing the invasion of MDA-MB-231 and BT-549 cells compared to monotherapy (Fig. 2c, d). We next examined the utility of EC359 + HDACi combination therapy in enhancing apoptosis using both Annexin V-PI and Caspase 3/7 assays. Results showed that EC359 increased HDACi ability to promote apoptosis in both assays (Fig. 2e). LIF-STAT3 axis is implicated in stem cell self-renewal and pluripotency^17^. Further, LIF signaling is implicated in the regulation of the transcription factors SOX2 and NANOG which play a critical role in stemness^18^. Analysis of TCGA databases revealed that high expression of LIFR and LIF correlates with the expression of mammary stemness gene set (Supplementary Fig. 4a). Treatment of CSCs with EC359 enhanced the ability of HDACi in reducing the  cancer stem cells (CSCs) viability, and mammosphere formation (Supplementary Fig. 4b-d). These results suggest that EC359 has potential to enhance the ability of HDACi to reduce cell survival, invasion, stemness, and enhance apoptosis of TNBC cells.

### LIFR expression is upregulated in TNBC tissues

Recent studies showed that LIFR expression is upregulated during tumor progression of many cancers and contributes to therapy resistance^12,13^. Here, we examined whether LIFR expression is upregulated in BC using tissue microarrays that consist of various subtypes of BC and benign breast tissues. LIFR expression is higher in TNBC compared to benign, ER + and HER2 + BC (Fig. 3a). These results suggest that upregulation of LIFR expression occurs in TNBC.

**Fig. 3:**
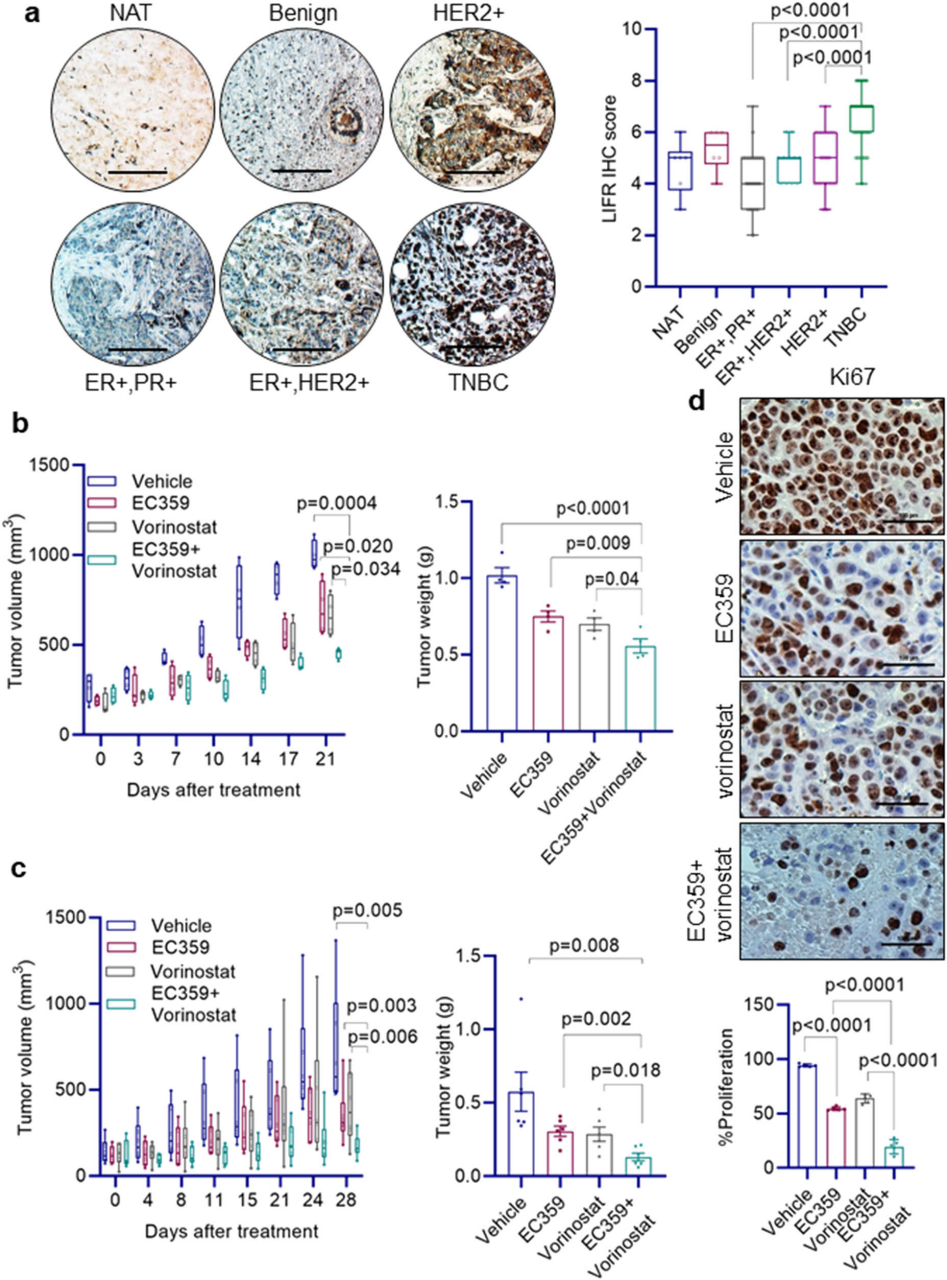
LIFR is highly expressed in TNBC and EC359 + HDACi combination therapy reduced TNBC xenograft tumor growth. **a** Breast tissue microarray consisting of normal adjacent tissue (NAT, *n* = 6), benign (*n* = 6), ER^+^PR^+^ (*n* = 50), ER + HER2+ (*n* = 11), HER2+ (*n* = 30), and TNBC (*n* = 61) samples were subjected to immunohistochemical staining using LIFR antibody and the intensity and positivity of LIFR staining was quantitated. Scale bar represents 100 µm. **b** MDA-MB-231 (*n* = 4) and **c** MDA-MB-468 (*n* = 6) xenografts in SCID mice were treated with vehicle or EC359 (5 mg/kg/day) or vorinostat (100 mg/kg/day) or in combination. Tumor volume and weight of vehicle and treated tumors were measured. **d** the proliferation of MDA-MB-468 xenograft tumors was determined using Ki67 immunostaining. Representative Ki67 staining from each treatment condition is shown in the upper panel and quantification plot is shown in the lower panel. In **a**, *p*-value was calculated using one-way ANOVA. Error bars represent SD. In **b**, **c**, and **d**, *p*-values were calculated using *t* test and two-way ANOVA.

### EC359 enhances HDACi efficacy in xenograft assays

To test the utility of EC359 + HDACi therapy in vivo, we conducted xenograft study using two different TNBC cells. MDA-MB-231 and MDA-MB-468 xenografts bearing SCID mice were randomized and treated with vehicle or EC359 (5 mg/kg/ip) 3 days/week or HDACi (vorinostat) (100 mg/kg/oral) 5 days/week alone or in combination. EC359 + HDACi combination treatment resulted in lower tumor volume and smaller tumor weight compared to monotherapy of EC359 or vorinostat (Fig. 3b, c). Mice treated with EC359 + HDACi combination exhibited no overt signs of toxicity. IHC analyses revealed that MDA-MB-468 xenografts treated with EC359 + HDACi combination showed decreased proliferation as measured by Ki67 compared to vehicle and monotherapy (Fig. 3d). IHC analyses also revealed that MDA-MB-468 xenografts treated with HDACi have increased STAT3 phosphorylation and treatment with EC359 + HDACi combination attenuated STAT3 phosphorylation (Supplementary Fig. 5). These results suggest that EC359 has potential to enhance the efficacy of HDACi to reduce TNBC xenograft tumor growth.

### EC359 blocks HDACi-mediated LIFR downstream signaling pathways

We next conducted mechanistic studies using four different TNBC models and three HDACi including vorinostat, panobinostat, and romidepsin. Western blot analysis demonstrated activation of LIFR signaling pathway upon HDACi treatment as evidenced by increased expression of LIFR and activation of its downstream signaling pathways including STAT3 (Fig. 4a, b), AKT, and mTOR (Fig. 4b). Interestingly, pretreatment of EC359 resulted in blockage of LIFR activated downstream signaling in all three HDACi treatments (Fig. 4a, b). Importantly, in STAT3 reporter assays, as expected HDACi treatment stimulated the STAT3-Luc reporter, but pretreatment with EC359 abrogated HDACi induced activation of STAT3 (Fig. 4c, d). Collectively, these findings suggest that HDACi treatment induces expression of LIFR, which in turn contributes to the upregulation of LIFR downstream signaling, however, EC359 is efficacious in reducing HDACi-mediated aberrant LIFR signaling.

**Fig. 4:**
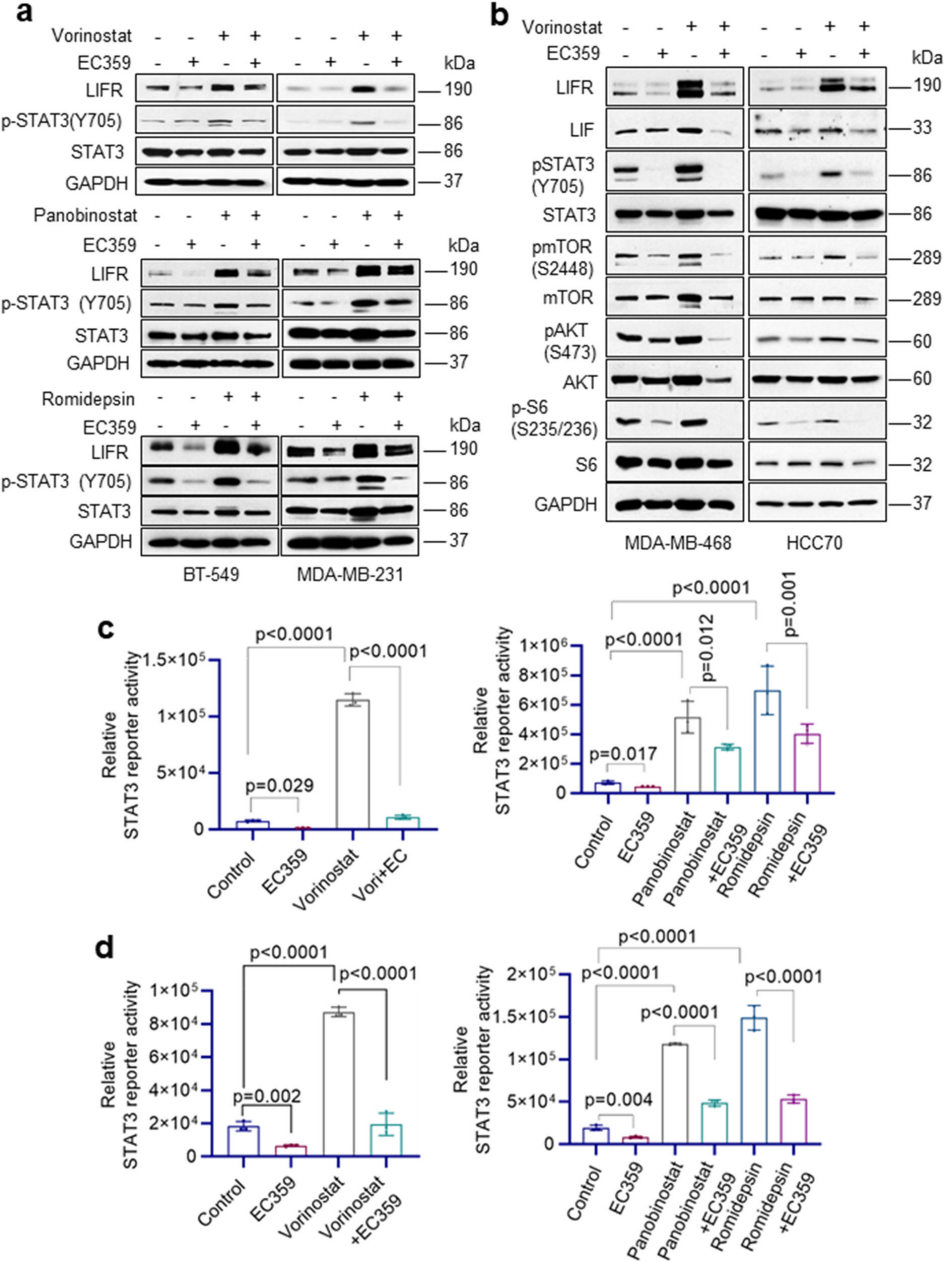
EC359 inhibits HDACi induced LIFR signaling in TNBC cells. **a** BT-549 and MDA-MB-231 cells were treated with EC359 (100 nM) or HDACi (vorinostat (10 µM) or panobinostat (500 nM) or romidepsin (100 nM)) alone or in combination for 10 h. Effect of EC359 on HDACi induced LIFR downstream signaling was measured using western blotting. **b** MDA-MB-468 and HCC70 cells were treated with EC359 (100 nM) or vorinostat (10 µM) alone or in combination. Effect of EC359 on vorinostat-induced LIFR downstream signaling was measured using western blotting. Effect of EC359 on HDACi induced STAT3-Luc activity in BT-549 (**c**) and MDA-MB-231 (**d**) cells was determined using reporter assays. Data are representative of three independent experiments (*n* = 3). Error bars represent SD. In **c**, **d**, *p*-values were calculated using two-way ANOVA.

### EC359 reduce HDACi-mediated activation of growth-promoting genes and enhance expression of pro-apoptotic  genes

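The transcriptome of BT-549, an established TNBC cell line, was measured by RNA-seq in 8 libraries, 2 for each of 4 groups. Cells received vehicle, the LIFR inhibitor EC359 at 100 nM, vorinostat at 10 µM, or both drugs at those doses, for 24 h. The authors aligned the reads to hg19 with TopHat2, and deposited the number of reads that HTSeq counted on each RefSeq gene, without normalization. The vehicle libraries held 20931921 and 21020292 counts on genes, and the EC359 libraries 24759041 and 19098230. The vorinostat libraries held 19069450 and 23060018, and the combination libraries 20476800 and 20302102. These counts made up 85.1% to 88.1% of the unique alignments of each library. Of the 23228 genes listed by symbol, 13694 passed edgeR's filter on low expression and were tested. Counts were normalized by the TMM method, with factors between 0.955 and 1.03, and the 4 groups were fitted together in a quasi-likelihood model. The SD across genes of the log2 difference between the 2 libraries of a group was 0.35 for vehicle, 0.56 for EC359, 0.31 for vorinostat and 0.45 for the combination. The first principal component of the log2 values held 77.8% of the variance and separated the libraries with vorinostat from those without it. The second component held 10.9% and separated the libraries with EC359 from those without it.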

To determine the mechanisms by which EC359 enhanced the potency of HDAC inhibitors, we performed RNA-seq of BT-549 cells treated with vehicle, EC359, HDACi (Vorinostat), and combination (EC359 + HDACi). Comparison of differentially regulated genes (p-adj < 0.01, |log2FC| >1) identified 6341 genes (Fig. 5a, b), which were then subdivided into 6 major clusters by unsupervised clustering (Fig. 5a, Supplementary Fig. 6a). 

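At an adjusted p under 0.01 and an absolute log2 fold change over 1, EC359 changed 502 genes against vehicle, 266 higher and 236 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vorinostat changed 4123 genes, 2295 higher and 1828 lower. The combination changed 4763 genes, 2666 higher and 2097 lower. The union of these 3 comparisons held 5689 genes, of which 229 were called in all of them. Vorinostat and the combination shared 3108 genes that EC359 alone did not change, EC359 and the combination shared 94, and EC359 and vorinostat shared 39. The genes called in a single comparison numbered 140 for EC359, 747 for vorinostat and 1332 for the combination. Adding EC359 to vorinostat changed 582 genes, 462 higher and 120 lower, and with total counts in place of TMM the split was 380 higher and 182 lower. Adding vorinostat to EC359 changed 4620 genes, 2712 higher and 1908 lower. With fits on only the 4 libraries compared, EC359 changed 233 genes against vehicle, vorinostat 4529 and the combination 4895. The main fit pools the spread over the 4 groups, and the spread between libraries was largest for EC359 (SD 0.56). Among the alternatives tried, leaving out the fold threshold moved the union most, to 9022 genes. The libraries of each group are numbered 1 and 2, and the deviations of same-numbered libraries from their group means were correlated across genes as a check of pairing. Vehicle had a correlation of 0.231 with EC359, 0.0746 with vorinostat and -0.100 with the combination. EC359 had -0.00984 with vorinostat and -0.173 with the combination, and vorinostat had -0.108 with the combination. With the replicate number as a block, EC359 changed 471 genes against vehicle, vorinostat 4013 and the combination 4658, a union of 5565. Adding EC359 to vorinostat then changed 557 genes, and adding vorinostat to EC359 changed 4527. With the numbers of the combination libraries crossed, a block chosen after seeing the data, these counts were 547, 4189, 4785, 5770, 644 and 4671 in the same order.

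**Figure D1:**
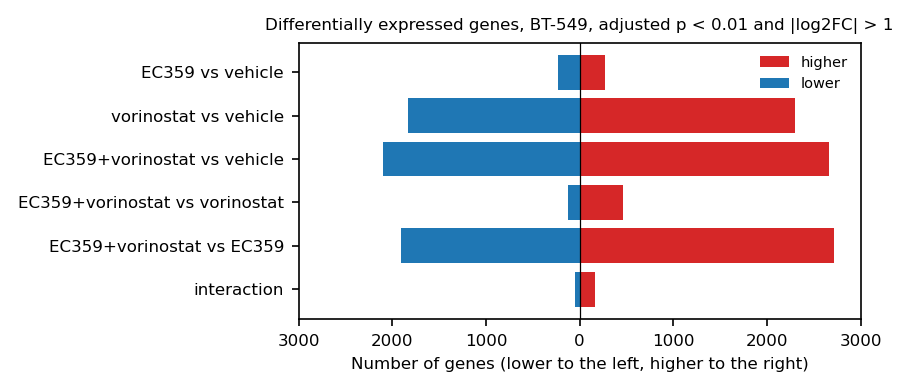
Number of genes called in each comparison at an adjusted p under 0.01 and an absolute log2 fold change over 1, with genes higher in the named treatment to the right and genes lower to the left. The interaction bar counts genes for which EC359's log2 fold change with vorinostat differed from that without it, 169 higher and 46 lower. The bars for vorinostat and the combination against vehicle reach 2295 and 2666 genes on the higher side, and the bar for EC359 against vehicle reaches 266.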

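A gene was counted as raised further by both drugs when it was called higher in the combination than in vehicle and also exceeded EC359 alone and vorinostat alone, each at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By this rule 500 genes were raised, with a median log2 fold change against vehicle of 0.38 under EC359, 0.98 under vorinostat and 2.05 under the combination. The mirror-image rule gave 287 lowered genes, with medians of -0.36, -0.85 and -1.71. To ask whether the combination differed from the sum of the single-drug changes on the log2 scale, the interaction of the drugs was tested in each of the 13694 genes. An interaction passed an adjusted p of 0.01 in 288 genes, above the sum in 222 and below it in 66. Of the 500 raised genes, 83 lay above the sum and 4 below it by this test, and the median interaction was 0.65. These genes were chosen for exceeding vorinostat alone, which itself favours an interaction above 0. Of the 287 lowered genes, 10 lay below the sum and 2 above it, and the median interaction was -0.41, with the choice of genes favouring values below 0. With the replicate number as a block, 437 genes were raised and 250 lowered, and 189 had an interaction. With the crossed block these counts were 587, 413 and 477. The test in DESeq2 moved the number of genes with an interaction to 685, 429 above the sum and 256 below it. Offsets for GC content and transcript length, chosen after seeing the data, gave 241 above and 130 below. The split of 500 raised and 287 lowered genes was 400 and 406 with total counts in place of TMM, 541 and 477 with DESeq2, and 445 and 394 with the offsets.

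**Figure D2:**
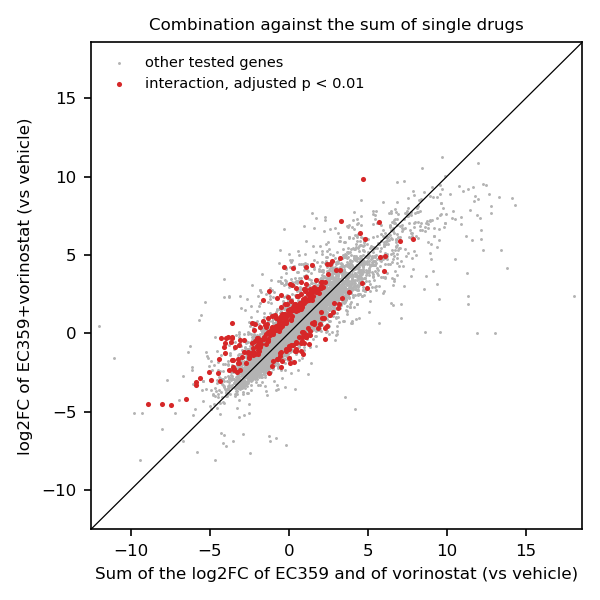
Each point is a tested gene, with the sum of its log2 fold changes under EC359 and under vorinostat on the x axis and its log2 fold change under the combination on the y axis, all against vehicle. Red points are the 288 genes with an interaction, of which 222 lie above the line of equality and 66 below it.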

Cluster 1 genes (1157) were synergistically upregulated, while Cluster 3 genes (1501) were synergistically repressed (Supplementary Fig. 6a). 

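Of the 2295 genes called higher under vorinostat, 109 were lower when EC359 was added, at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change against vehicle was 1.66 under vorinostat and 0.91 under the combination. Another 236 of the genes raised by vorinostat were higher still when EC359 was added. Of the 266 genes called higher under EC359, 99 were lower when vorinostat was added. The median log2 fold change of those 99 genes against vehicle was 1.69 under EC359 and 0.02 under the combination, and 25 of them had an interaction below the sum of the single-drug changes. The replicate block gave 85 genes in the class raised by vorinostat and 94 in the class raised by EC359, and the crossed block gave 183 and 111. Relaxing the adjusted p threshold to 0.05 moved the class raised by vorinostat most, to 301 genes.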

Cluster 2 genes (661) are upregulated by HDACi and somewhat suppressed by EC359; while Cluster 4 genes (266) are upregulated by EC359 and somewhat suppressed by HDACi. Cluster 6 genes (1457) are only affected by HDACi and showed little or no effect with EC359 addition; Cluster 5 genes (1299) are repressed by HDACi and showed no effect with EC359 addition (Supplementary Fig. 6a).

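Among genes called higher under vorinostat, 1950 had no change on adding EC359 that passed an adjusted p of 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change against vehicle was 2.07 under vorinostat and 2.07 under the combination, and that between the combination and vorinostat was -0.08. Among genes called lower under vorinostat, 1548 had no such change, with medians of -1.47 under vorinostat, -1.54 under the combination and -0.03 between the combination and vorinostat. By the same test, the interaction lay above the sum of the single-drug changes in 12 of the 1950 and 29 of the 1548 genes, and below it in 7 and 6. The replicate block placed 1926 and 1566 genes in these classes, and the crossed block 1879 and 1472.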

**Fig. 5:**
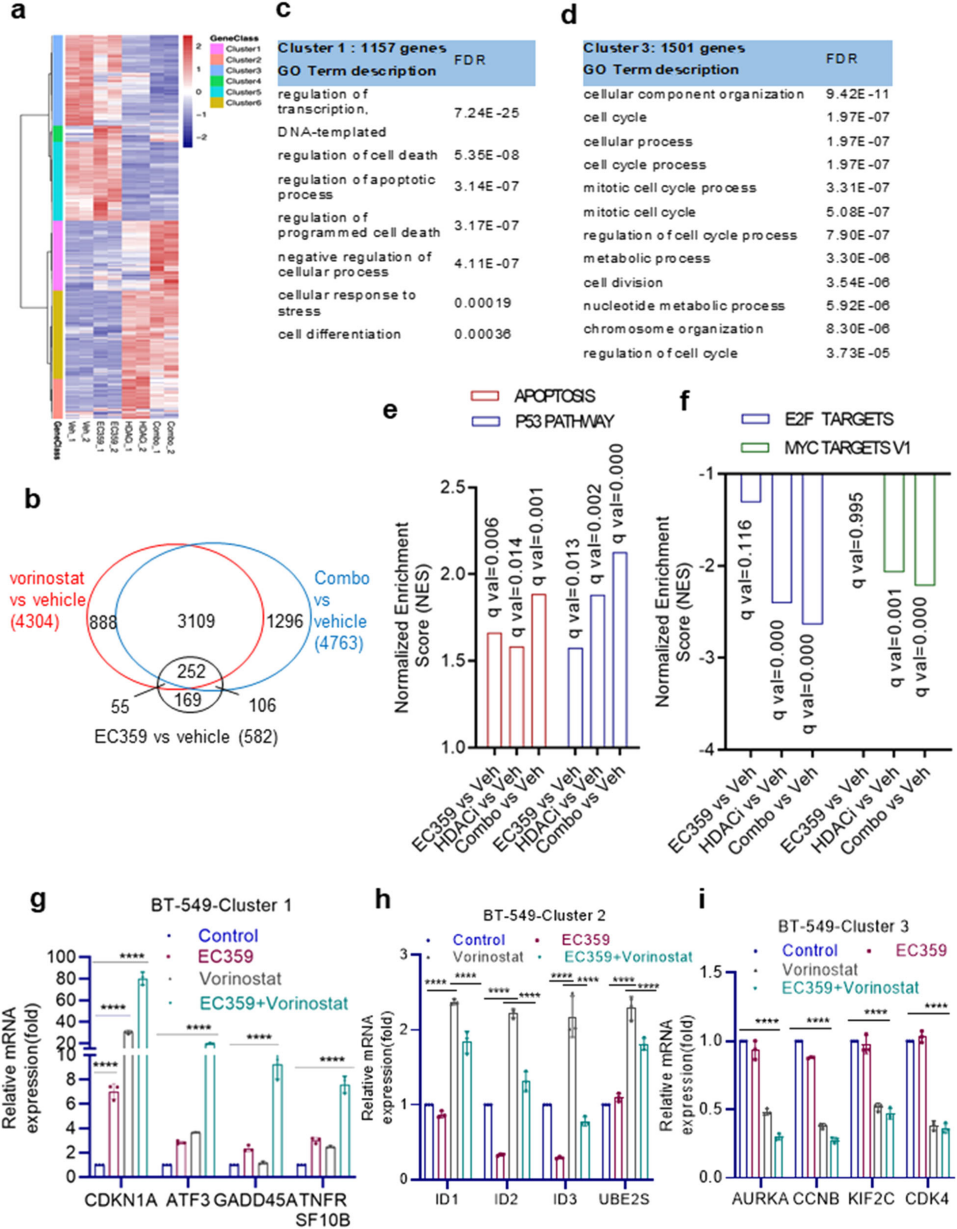
Global transcriptomic analyses of EC359 + HDACi combination therapy in TNBC cells. BT-549 cells were treated with EC359, vorinostat, or EC359 + vorinostat for 24 h, and RNA-seq analysis was conducted. **a** Heat map depicts the clustering of all genes with RPKM > 1 (p-adj<0.01, |log2FC| >1). **b** Venn diagram comparing differentially regulated genes (p-adj < 0.01, |log2FC| >1) identified from RNA-seq data. **c**, **d** representative pathways identified using GO term description in Cluster 1 and 3 are shown. **e**, **f** Top pathways identified in Cluster 1 and 3 using HALMARK GSEA are shown. **g**–**i** RT-qPCR validation of selective genes from Cluster 1, 2, and 3 is shown. Error bars represent SD. ****P < 0.0001.

Gene ontology (GO) analyses identified Cluster 1 genes were enriched for signaling pathways associated with the regulation of transcription, cell death, apoptosis, cellular response to stress, and cell differentiation (Fig. 5c); Cluster 3 genes were enriched for pathways of cell cycle, mitosis, cell division, and metabolic process (Fig. 5d). Accordingly, GSEA results showed enrichment of apoptosis and p53 pathways (Fig. 5e), and E2F signaling and Myc pathways (Fig. 5f) for Cluster 1 and Cluster 3 genes, respectively.

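Each of the 5689 called genes was assigned to the cluster profile of Supplementary Fig. 6a that its 4 group means followed most closely, which placed 794 genes at Cluster 1 and 1075 at Cluster 3. Members of gene lists were then counted among them, against the 13694 tested genes, with a one-sided Fisher's exact test adjusted by the Benjamini-Hochberg method over 56 tests. These lists stand in for the GO terms, which were not used here. Of 20 pro-apoptotic genes, 5 were at Cluster 1 where 1.16 would fall by chance (adjusted p = 0.025, Fisher's exact test), namely BBC3, DIABLO, PMAIP1, TNFRSF10A and TNFRSF10B. Of 10 anti-apoptotic genes, 3 were at Cluster 1, against 0.580 by chance (adjusted p = 0.074, Fisher's exact test). The p53 target list had 8 of 31 genes at Cluster 1, against 1.80 by chance (adjusted p = 0.0021, Fisher's exact test). Of 22 p53 targets on a shorter list, named here as outside the integrated stress response, 1 was at Cluster 1, against 1.28 by chance. The integrated stress response list had 9 of its 27 genes there, against 1.57 by chance (adjusted p = 1.2e-04, Fisher's exact test). The shorter p53 list leaves out SESN2, which is among those 27. It also leaves out BBC3, CDKN1A, GADD45A, PLK3, PMAIP1 and TNFRSF10B, which are not. At Cluster 3 were 21 of 53 genes of the G2 and M phases, against 4.16 by chance (adjusted p = 8.0e-09, Fisher's exact test). The S phase list had 3 of 46 genes at Cluster 3, against 3.61 by chance (adjusted p = 1.00, Fisher's exact test). Among the 500 genes raised further by the combination were 3 of the pro-apoptotic genes, against 0.730 by chance (adjusted p = 0.12, Fisher's exact test). The same 500 held 3 of the anti-apoptotic genes, against 0.365 by chance (adjusted p = 0.025, Fisher's exact test), and 8 of the p53 targets, against 1.13 (adjusted p = 1.2e-04, Fisher's exact test). They held 0 of the 22 p53 targets outside the integrated stress response, against 0.803 by chance. Among the 287 genes lowered further were 9 of the G2 and M phase genes, against 1.11 by chance (adjusted p = 3.8e-05, Fisher's exact test).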

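Lists of genes were tested as sets against all other tested genes with camera, and the p values were adjusted by the Benjamini-Hochberg method over 14 lists per comparison. The hallmark sets were not used here. In the combination against vehicle, 31 p53 target genes had a median log2 fold change of 0.66 (adjusted p = 8.6e-04, camera, and 6.9e-04 with the replicate number as a block), with 20 higher and 11 lower. Vorinostat alone moved this list by a median of 0.57 (adjusted p = 0.038, camera, and 0.036 with the block), and EC359 alone by 0.02 (adjusted p = 0.0028, camera, and 0.0016 with the block). The 20 pro-apoptotic genes had a median of 1.00 in the combination (adjusted p = 0.029, camera, and 0.021 with the block). Their median was 0.06 under EC359 (adjusted p = 0.31, camera) and 0.72 under vorinostat (adjusted p = 0.064, camera). The 10 anti-apoptotic genes had medians of 0.53, -0.51 and -0.13 under EC359, vorinostat and the combination (adjusted p = 1.7e-06, 0.32 and 0.64, camera). As a stand-in for the hallmark E2F set, the 46 S phase genes had a median of 0.04 under EC359 (adjusted p = 0.55, camera, 0.54 with the block). Under the combination their median was -0.73 (adjusted p = 7.6e-05, camera, 9.6e-05 with the block). Under vorinostat their median was also -0.73 (adjusted p = 4.3e-07, camera, 5.8e-07 with the block). The 53 G2 and M phase genes had medians of -0.32, -0.75 and -1.06 under EC359, vorinostat and the combination (adjusted p = 7.2e-07, 3.1e-07 and 1.2e-11, camera). With the block, these adjusted p values from camera were 8.7e-07, 3.9e-07 and 1.7e-11. The 31 MYC target genes had a median of 0.27 under EC359 (adjusted p = 6.6e-04, camera, 7.0e-04 with the block), -0.59 under vorinostat (adjusted p = 0.064, camera, 0.060 with the block) and -0.20 under the combination (adjusted p = 0.48, camera, 0.50 with the block). Among the alternatives for the MYC list, the rotation test fry moved its result most, to an adjusted p of 0.0024 in the combination.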

We then examined the status of STAT3 target genes using custom-generated STAT3 induced and repressed gene sets that were defined according to published RNA-seq data obtained from TNBC model cell lines^19^. GSEA of these genes revealed that EC359 treatment negatively enriched the STAT3 induced gene set but HDACi treatment showed a trend of positive enrichment of STAT3 induced gene set (Supplementary Fig. 5b). 

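A list of 22 STAT3-induced genes drawn from general knowledge was tested with camera, in place of the published set, which was not used here. EC359 alone moved the list by a median log2 fold change of 0.10, with 11 genes higher and 11 lower (adjusted p = 0.12, camera, and 0.093 with the replicate number as a block). Vorinostat alone moved it by -0.03, with 11 higher and 11 lower (adjusted p = 1.00, camera, and 0.98 with the block). Under EC359, 4 of the genes were called higher and 4 lower, and under vorinostat 5 and 4. SOCS3, a feedback inhibitor that STAT3 induces, had a normalized CPM (mean ± SD, n = 2) of 39.8 ± 1.76 under vehicle, 23.0 ± 4.29 under EC359, 88.3 ± 0.433 under vorinostat and 137 ± 0.303 under the combination. Its log2 fold change was -0.79 under EC359 (standard error 0.13, adjusted p = 0.0032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.15 under vorinostat (standard error 0.12, adjusted p = 4.3e-05 from the same test). With the replicate block these adjusted p values from edgeR were 0.0045 and 7.5e-05. STAT3 itself, which is also a member of the list, changed by -0.58 under EC359 and 0.70 under vorinostat (adjusted p = 0.0028 and 1.4e-04 from the same test, 0.0071 and 4.1e-04 with the block). Over the alternatives, the adjusted p under EC359, from edgeR or DESeq2, reached 0.064 for SOCS3 and 0.046 for STAT3. Under vorinostat it reached only 8.5e-05 and 4.1e-04.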

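When EC359 was added to vorinostat, the list of STAT3-induced genes had a median log2 fold change of 0.87, with 14 genes higher and 8 lower (adjusted p = 2.0e-06, camera, and 1.7e-06 with the replicate number as a block). By the single-gene criteria, 7 of them were called higher and 1 lower. EC359's effect on the list with vorinostat exceeded its effect without vorinostat by a median of 0.35 (adjusted p = 5.9e-05, camera, and 8.6e-05 with the block). SOCS3 rose by a further log2 fold change of 0.64 on adding EC359 (standard error 0.12, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0068 with the block). MYC rose by 1.22 (standard error 0.12, adjusted p = 1.7e-04 from the same test) and FOS by 1.24 (standard error 0.12, adjusted p = 1.4e-04 from the same test). STAT3 changed by -0.22 (standard error 0.09, adjusted p = 0.098 from the same test). With the block, the adjusted p values of edgeR for MYC, FOS and STAT3 were 3.3e-04, 4.2e-04 and 0.14.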

Interestingly, when we compared HDACi monotherapy to combination therapy, we observed a negative enrichment of the STAT3 induced gene set suggesting that the addition of EC359 reverted the HDACi-mediated upregulation of STAT3 activated genes (Supplementary Fig. 5b). On the other hand, both the EC359 and HDACi regulated genes showed a trend for positive enrichment of the STAT3 repressed gene set, however, when compared HDACi monotherapy with combination therapy we observed high positive enrichment of the STAT3 repressed gene set (Supplementary Fig. 5c). Altogether, these results suggest the synergistic activity of EC359 + HDACi combination therapy in part attributed to the ability of EC359 to repress HDACi-mediated aberrant activation of STAT3 target genes and further potentiates the HDACi-mediated upregulation of STAT3 repressed genes.

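The receptor that EC359 targets was measured in the same libraries. LIFR lies on chromosome 5 from 38474770 to 38608456 on GRCh37, the build of hg19, and had a normalized CPM (mean ± SD, n = 2) of 25.7 ± 3.30 under vehicle, 15.4 ± 1.90 under EC359, 80.7 ± 0.486 under vorinostat and 119 ± 0.909 under the combination. Its log2 fold change under vorinostat was 1.65 (standard error 0.12, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block this adjusted p of edgeR was 1.6e-05. On adding EC359 to vorinostat LIFR changed by 0.56 (standard error 0.12, adjusted p = 0.0082 from the same test, and 0.015 with the block). Over the alternatives this change ranged from 0.34 to 0.56. Its adjusted p, from edgeR or DESeq2, then ranged from 1.3e-04 to 0.047. In lysates of PDX tumors, the paper's Western blots show less LIFR protein under the combination than under HDACi. RNA in cultured cells and protein in tumors are unlike measures. Against vehicle, the combination moved the list of STAT3-induced genes by a median log2 fold change of 0.61, with 15 of 22 genes higher (adjusted p = 0.046, camera, and 0.048 with the block). Genes repressed by STAT3 were not analysed here. From its GSEA of the STAT3 induced and repressed sets (Supplementary Fig. 6b, c), the paper reasons that EC359 lowers the STAT3 targets that HDACi raises and adds to the rise of STAT3 repressed genes. The paper proposes that the synergy of the combination is partly attributed to these effects.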

To validate the RNA-seq findings, we conducted RT-qPCR of selective genes in Cluster 1, 2, and 3. As observed in RNA-Seq, expression of genes involved in apoptosis (Cluster 1) was synergistically enhanced by EC359 + HDACi therapy compared to EC359 or HDACi treatment alone (Fig. 5g). 

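The values of the Cluster 1 genes are given as normalized CPM (mean ± SD, n = 2 libraries), with coordinates on GRCh37. CDKN1A lies on chromosome 6 from 36644237 to 36655114 and had 7.28 ± 0.211 under vehicle, 43.5 ± 4.39 under EC359, 289.5 ± 1.80 under vorinostat and 469.5 ± 14.8 under the combination. ATF3 lies on chromosome 1 from 212738676 to 212794119 and had 15.8 ± 0.812 under vehicle, 36.5 ± 3.43 under EC359, 76.6 ± 1.37 under vorinostat and 263 ± 29.5 under the combination. GADD45A lies on chromosome 1 from 68150884 to 68154017 and had 33.4 ± 1.98 under vehicle, 75.3 ± 4.45 under EC359, 61.4 ± 1.66 under vorinostat and 252 ± 6.24 under the combination. TNFRSF10B lies on chromosome 8 from 22877646 to 22926544, overlaps RHOBTB2 on the opposite strand and had 77.6 ± 1.48 under vehicle, 172 ± 34.0 under EC359, 223 ± 0.538 under vorinostat and 494 ± 69.1 under the combination. The strand setting of the counting is not stated, so the reads of TNFRSF10B and RHOBTB2 could be mixed. Compared with vorinostat alone, the combination changed CDKN1A by a log2 fold change of 0.70 (standard error 0.09, adjusted p = 9.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same comparison gave 1.78 for ATF3 (standard error 0.11, adjusted p = 1.5e-05 from the same test) and 2.04 for GADD45A (standard error 0.10, adjusted p = 2.1e-06 from the same test). For TNFRSF10B it was 1.15 (standard error 0.14, adjusted p = 6.4e-04 from the same test). With the replicate number as a block, the adjusted p values of edgeR for these 4 genes were 0.0018, 6.4e-05, 1.3e-05 and 0.0015, and with the crossed block they were 3.7e-04, 9.0e-07, 2.7e-07 and 4.4e-05. Compared with EC359 alone, the combination raised the genes by 3.43, 2.85, 1.74 and 1.52 (adjusted p = 5.8e-08, 1.9e-07, 6.8e-07 and 1.6e-05 from the same test, 3.2e-07, 1.1e-06, 3.4e-06 and 4.6e-05 with the block). The combination's change against vehicle, minus the sum of the single-drug changes, was -1.88 for CDKN1A on the log2 scale (standard error 0.14, adjusted p = 1.8e-04 from the same test, 5.0e-04 with the block). This difference was 0.57 for ATF3 (standard error 0.16, adjusted p = 0.075 from the same test, 0.11 with the block) and 0.87 for GADD45A (standard error 0.13, adjusted p = 0.0065 from the same test, 0.016 with the block). For TNFRSF10B it was 0.00 (standard error 0.21, adjusted p = 1.00 from the same test, 1.00 with the block).

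**Figure D3:**
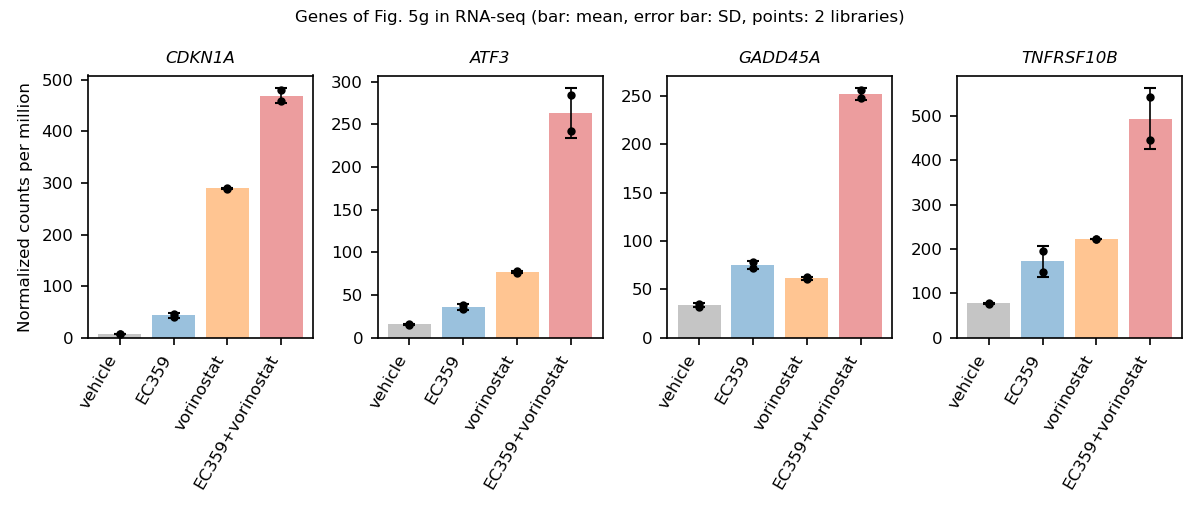
Normalized CPM of CDKN1A, ATF3, GADD45A and TNFRSF10B by treatment; bars are means of 2 libraries, error bars SD and points the libraries. In each panel both combination libraries lie above the libraries of the other groups.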

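ID1, ID2, ID3 and UBE2S were read from the same libraries, in normalized CPM (mean ± SD, n = 2) with coordinates on GRCh37. ID1 lies on chromosome 20 from 30193086 to 30194318 and had 158 ± 7.26 under vehicle, 119 ± 22.5 under EC359, 485 ± 8.11 under vorinostat and 309 ± 0.203 under the combination. ID2 lies on chromosome 2 from 8818975 to 8824591 and had 162 ± 5.03 under vehicle, 46.8 ± 4.87 under EC359, 419 ± 16.0 under vorinostat and 206 ± 4.14 under the combination. ID3 lies on chromosome 1 from 23884417 to 23885992 and had 358 ± 22.1 under vehicle, 81.8 ± 18.2 under EC359, 869 ± 5.09 under vorinostat and 311 ± 9.70 under the combination. UBE2S lies on chromosome 19 from 55911113 to 55919156, overlaps RPL28 on the opposite strand and had 66.2 ± 6.11 under vehicle, 66.5 ± 7.38 under EC359, 189.7 ± 5.77 under vorinostat and 124 ± 11.6 under the combination. UBE2S also has 2 pseudogenes by name, so its reads could be shared. Vorinostat raised the 4 genes by log2 fold changes of 1.62, 1.37, 1.28 and 1.52 (adjusted p = 5.2e-06, 3.3e-06, 3.7e-05 and 6.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.2e-05, 7.9e-06, 4.1e-05 and 9.9e-06 with the replicate number as a block). Adding EC359 to vorinostat changed ID1 by -0.65 (standard error 0.12, adjusted p = 0.0047 from the same test) and ID2 by -1.03 (standard error 0.10, adjusted p = 1.3e-04 from the same test). It changed ID3 by -1.48 (standard error 0.14, adjusted p = 1.2e-04 from the same test) and UBE2S by -0.61 (standard error 0.12, adjusted p = 0.0051 from the same test). The replicate block gave adjusted p values of edgeR of 0.0061, 2.5e-04, 1.5e-04 and 0.0050 for this step, and the crossed block 0.0014, 2.4e-05, 1.1e-05 and 0.0027. Against vehicle, the combination left ID1 changed by 0.97, ID2 by 0.35, ID3 by -0.20 and UBE2S by 0.90 (adjusted p = 9.3e-05, 0.0099, 0.20 and 1.2e-04 from the same test, 1.4e-04, 0.010, 0.17 and 1.2e-04 with the block). EC359 alone changed them by -0.40, -1.79, -2.13 and 0.00 (adjusted p = 0.052, 7.6e-06, 1.8e-05 and 0.99 from the same test, 0.056, 2.1e-05, 3.5e-05 and 0.99 with the block).

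**Figure D4:**
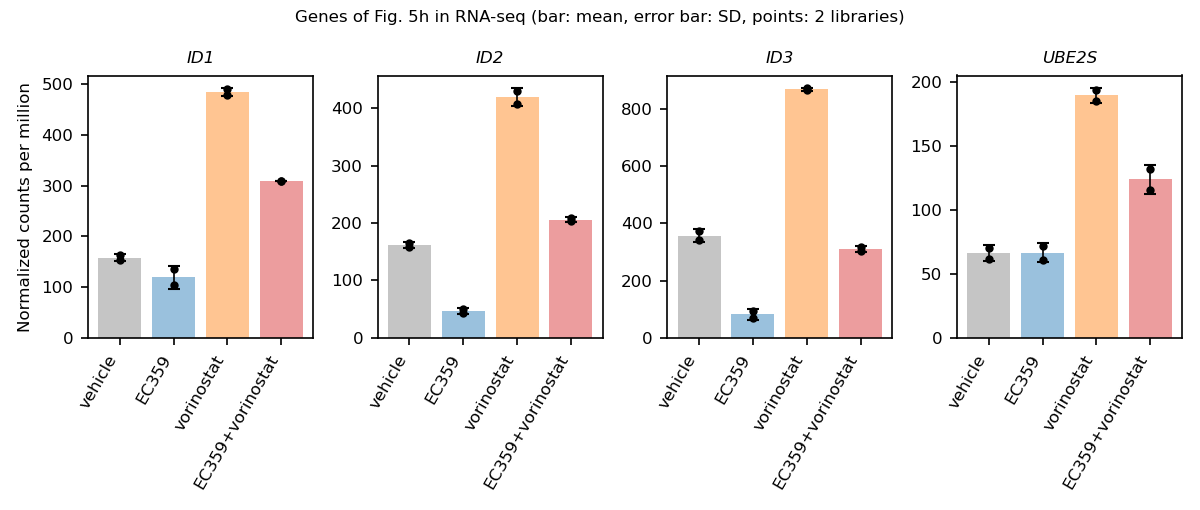
Normalized CPM of ID1, ID2, ID3 and UBE2S by treatment; bars are means of 2 libraries, error bars SD and points the libraries. In each panel the vorinostat libraries are the highest of the 4 groups, with ID3 at 869.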

Further, LIF target genes such as ID1, ID2, ID3^20^ (genes identified in Cluster 2) are upregulated by HDACi treatment and are reversed by EC359 + HDACi combination therapy (Fig. 5h). Similarly, genes involved in cell cycle (Cluster 3) are further downregulated by EC359 + HDACi therapy compared to EC359 or HDACi treatment alone (Fig. 5i). 

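The Cluster 3 genes are given in normalized CPM (mean ± SD, n = 2 libraries), and their coordinates are on GRCh37. AURKA lies on chromosome 20 from 54944445 to 54967393 and had 359.5 ± 7.13 under vehicle, 307 ± 4.26 under EC359, 211 ± 3.91 under vorinostat and 107 ± 3.71 under the combination. CCNB1 lies on chromosome 5 from 68462962 to 68474072 and had 488 ± 17.9 under vehicle, 318 ± 59.7 under EC359, 253 ± 5.97 under vorinostat and 126 ± 24.4 under the combination. KIF2C lies on chromosome 1 from 45205490 to 45233439 and had 192 ± 1.96 under vehicle, 142 ± 21.4 under EC359, 115 ± 0.915 under vorinostat and 82.7 ± 8.80 under the combination. CDK4 lies on chromosome 12 from 58141510 to 58149796, overlaps TSPAN31 and MARCHF9 on the opposite strand and had 323 ± 38.1 under vehicle, 259 ± 101 under EC359, 144 ± 2.42 under vorinostat and 119 ± 8.38 under the combination. The overlap leaves the count of CDK4 uncertain, since the strand setting is not stated, and CDK4 has 1 pseudogene by name. AURKA has 2 pseudogenes by name. Compared with vorinostat alone, the combination changed AURKA by a log2 fold change of -0.98 (standard error 0.08, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and CCNB1 by -1.01 (standard error 0.15, adjusted p = 0.0019 from the same test). It changed KIF2C by -0.48 (standard error 0.12, adjusted p = 0.018 from the same test) and CDK4 by -0.28 (standard error 0.22, adjusted p = 0.37 from the same test). The adjusted p values of edgeR were 2.7e-04, 0.0040, 0.030 and 0.35 with the replicate number as a block, and 1.7e-05, 1.5e-04, 0.0063 and 0.19 with the crossed block. Compared with EC359 alone, the combination changed the 4 genes by -1.52, -1.34, -0.78 and -1.12 (adjusted p = 6.4e-07, 5.8e-05, 3.6e-04 and 0.0016 from the same test, 3.5e-06, 1.5e-04, 8.4e-04 and 0.0015 with the block). Against the sum of the single-drug changes, the combination lay -0.75 from it for AURKA on the log2 scale (adjusted p = 0.0059 from the same test, 0.016 with the block). For CCNB1, KIF2C and CDK4 this distance was -0.39, -0.04 and 0.04 (adjusted p = 0.33, 0.92 and 0.96 from the same test, 0.39, 0.93 and 0.93 with the block).

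**Figure D5:**
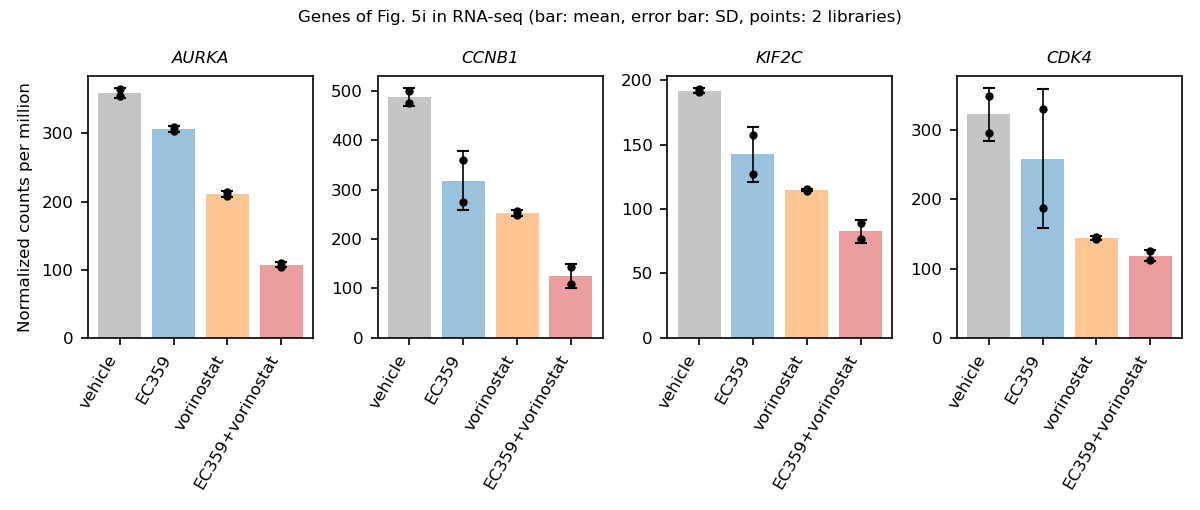
Normalized CPM of AURKA, CCNB1, KIF2C and CDK4 by treatment; bars are means of 2 libraries, error bars SD and points the libraries. The combination has the lowest mean in each panel, with AURKA at 107.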

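The change that EC359 adds to vorinostat was also tested for whole lists with camera. The pro-apoptotic genes moved by a median log2 fold change of 0.24 on adding EC359, with 12 of 20 higher (adjusted p = 0.34, camera, and 0.32 with the replicate number as a block). The p53 targets moved by 0.09, with 17 of 31 higher (adjusted p = 4.8e-04, camera, and 3.2e-04 with the block). Their median was 0.0022 with total counts and 0.0093 with the offsets for GC content and transcript length (adjusted p = 0.0015 and 2.6e-04, camera). The 22 p53 targets outside the integrated stress response moved by -0.14, with 8 higher (adjusted p = 0.35, camera). The anti-apoptotic genes moved by 0.51, with 7 of 10 higher (adjusted p = 5.5e-05, camera, and 5.4e-05 with the block). Among genes with at least 10 counts in every library, that list moved by 0.34 (adjusted p = 0.11, camera). The G2 and M phase genes moved by -0.34, with 44 of 53 lower (adjusted p = 2.0e-06, camera, and 2.3e-06 with the block). The S phase genes moved by 0.07, with 18 of 46 lower (adjusted p = 0.40, camera, and 0.39 with the block), and with total counts in place of TMM by -0.02.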

Altogether, these results suggest that potent activity of EC359 + HDACi combination therapy attributed to the ability of EC359 to enhance HDACi-mediated apoptotic pathways and inhibit genes involved in cell cycle regulation.

### EC359 enhances efficacy of HDACi therapy in PDX derived explant assays

We used ex vivo culture models of PDX tumors (PDX-derived explants, PDEs) to evaluate the efficacy of EC359 + HDACi treatment. PDEs maintain the native tissue architecture and better recapitulate the heterogeneity of TNBC in a laboratory setting. We utilized three distinct TNBC PDX tumors and three HDACi (vorinostat, panobinostat, romidepsin) in this assay (Fig. 6a–c). The efficacy of EC359 + HDACi treatment on the proliferation was measured using Ki67 staining. Combination treatment of TNBC PDX tissues revealed that EC359 enhanced ability of all three HDACi in reducing the proliferation (Ki67 positivity) compared to monotherapy treated tumors (Fig. 6b, c). These results suggest that combination of EC359 + HDACi is more effective in reducing proliferation of TNBC PDEs compared to monotherapy.

**Fig. 6:**
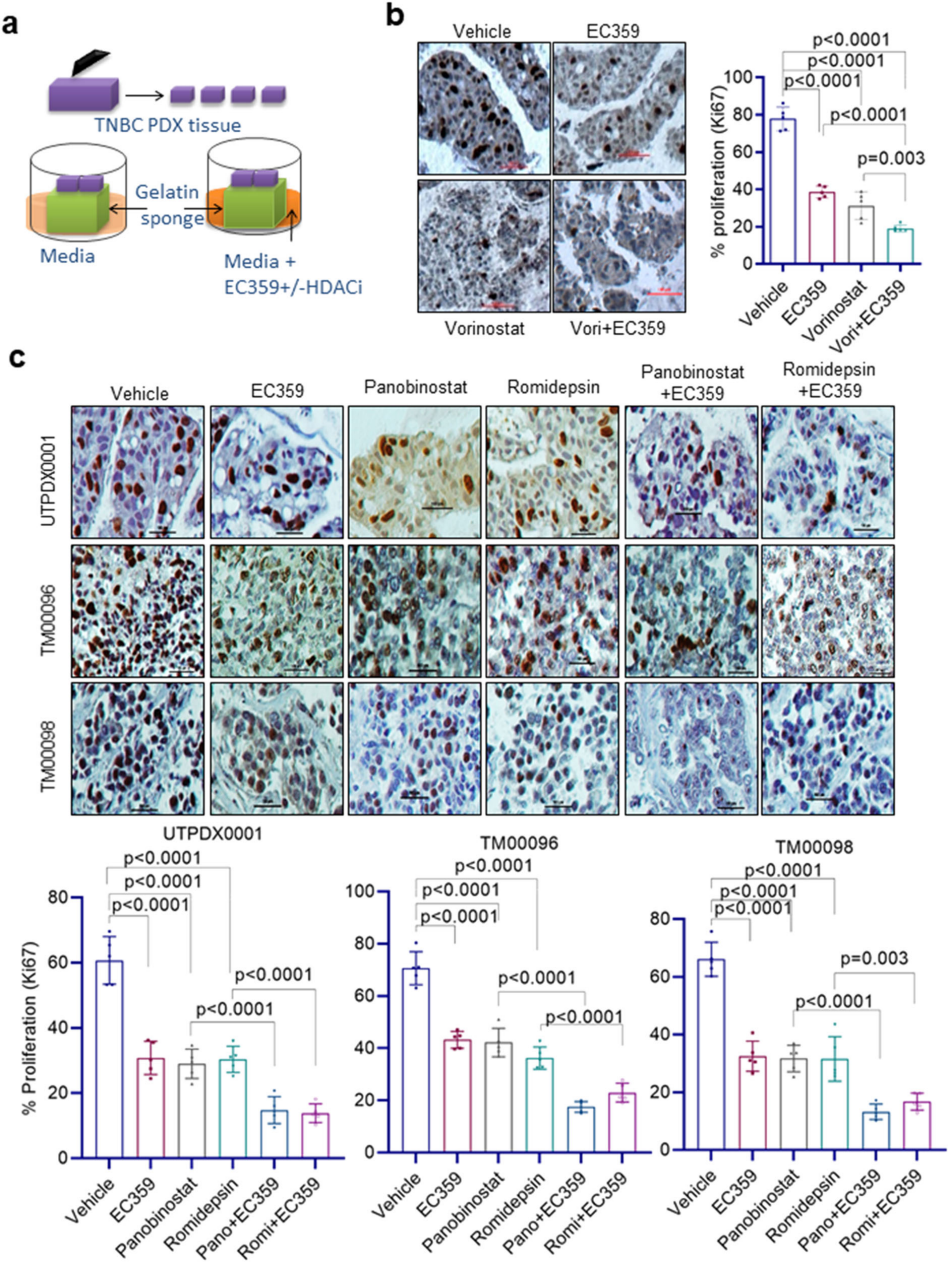
EC359 enhance the ability of HDACi to decrease the proliferation of patient-derived xenograft explants (PDE) ex vivo. **a** Schematic representation of ex vivo culture model. **b** TNBC PDX explants (UTPDX0001) were treated with EC359 (500 nM), vorinostat (10 µM), or combination for 72 h and the proliferation was determined using Ki67 immunostaining. Data are representative of three independent experiments (*n* = 3). **c** TNBC explants from three different PDX tumors (UTPDX0001, TM00096; TM00098) were treated with EC359 (500 nM), panobinostat (100 nM), romidepsin (50 nM) or combination for 72 h and the proliferation was determined using Ki67 immunostaining. Representative Ki67 staining from each treatment condition is shown. Data are representative of three independent experiments (*n* = 3). The number of Ki67-positive cells from five different images were counted and plotted as histogram. Error bars represent SD. In **b**, and **c**, *p*-values were calculated using one-way ANOVA.

### EC359 enhances efficacy of HDACi therapy in PDX models

We next evaluated in vivo efficacy of EC359 and HDACi combination using two TNBC-PDX models. Results showed that EC359 and HDACi (vorinostat) combination therapy is more efficient in reducing the PDX tumor growth compared to EC359 or HDACi monotherapy (Fig. 7a, b). Western blot analysis of tumor lysates showed that PDX mice treated with HDACi have increased expression of LIFR. Interestingly, EC359 and HDACi combination therapy substantially reduced the HDACi-mediated increase in LIFR expression (Fig. 7c). Further, EC359 + HDACi treated tumors showed less proliferation (Ki67 staining) compared to EC359 or HDACi monotherapy (Fig. 7d, e). Collectively, these results suggest that EC359 + HDACi combination therapy is highly effective in reducing the progression of TNBC PDX tumors in vivo.

**Fig. 7:**
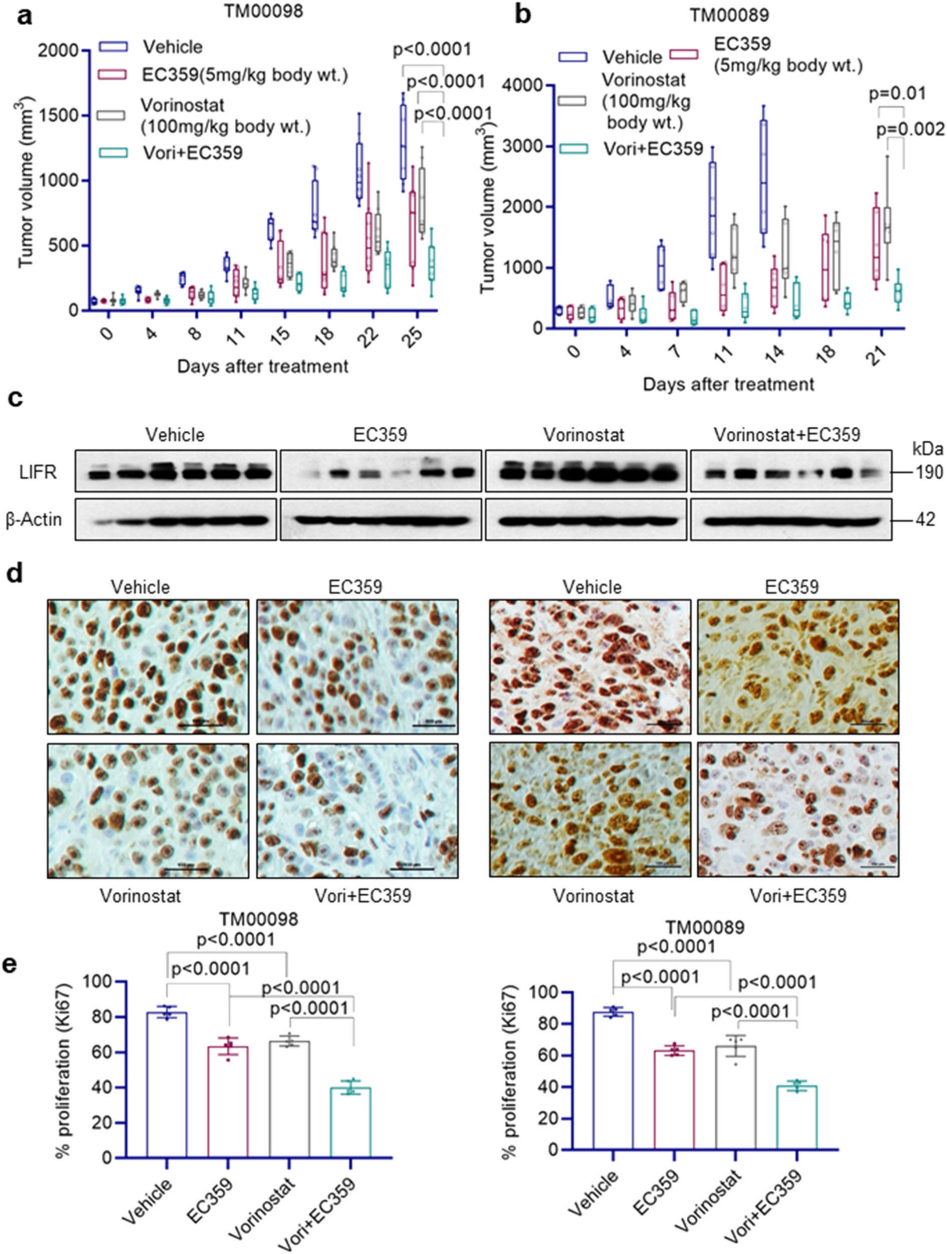
EC359 enhanced HDACi ability to reduce tumor growth in PDX models of TNBC. **a**, **b** Female SCID mice were implanted with 2 mm^3^ pieces of PDX tumors TM00098 (**a**) TM00089 (**b**) into the flanks and randomized for treatment when the tumor volume reached ~150 mm^3^. TNBC PDX tumors (*n* = 6–8) were treated with vehicle or EC359 or vorinostat or combination. Tumor volumes are shown in the graph. Control mice in panel **b** were euthanized on day 14 because of higher tumor volume. **c** Total protein lysates from vehicle and treated TM00089 PDX tumors were analyzed for levels of LIFR using western blotting. **d**, **e** Ki67 expression as a marker of proliferation was analyzed by IHC and quantitated. Error bars represent SD. In **a**, *p*-values were calculated using two-way ANOVA. In **b**, *p*-values were calculated using multiple unpaired *t* test. In **e**, *p*-values were calculated using one-way ANOVA.

## Discussion

Epigenetic changes are implicated in the progression of many cancers including TNBC. The FDA has approved HDACi as a class of anticancer agents, for treatment of various cancers. While clinical trials with HDACi in TNBC are ongoing, recent studies suggest that HDACi could have limited efficacy in TNBC due to aberrant activation of LIFR signaling. Here, we tested the hypothesis that a first-in-class LIFR inhibitor, EC359, will have utility in enhancing the potency of HDACi by reducing LIFR oncogenic signaling. The utility of the combination therapy of EC359 with HDACi was tested using multiple TNBC cell lines, cell line-derived xenografts, patient-derived xenograft, and PDX-derived explants. Our findings indicate that EC359 was synergistic with HDACi in multiple TNBC models. Mechanistic studies using multiple TNBC models, CRISPR KO, and RNA-seq, models established the importance of blocking LIFR signaling to enhance the utility of HDACi for treating TNBC.

HDACi have shown promise in treating hematological malignancies. Several HDACi targeting class I, II, and IV HDACs are currently under development for use as anticancer agents^8^. However, their efficacy in treating solid cancers such as TNBC, as monotherapy is limited^5,8^. Preclinical trials using HDACi such as panobinostat, vorinostat, and entinostat have shown that these epigenetic agents exert an anti-proliferative effect on TNBC cells^4,5^. Further, studies showed that HDACi therapeutic outcomes against TNBC improved when they are used in combination with existing chemotherapies, kinase inhibitors, and autophagy inhibitors^5^. Vorinostat is a pan-HDACi that induces apoptosis in several types of hematological and solid tumor cells^5,21^. A recent study showed that HDACi promote activation of LIFR that restrains the efficacy of HDACi in BC^15^ and concurrent inhibition of BRD4 or JAK sensitizes TNBC to HDACi^15^. Our study further extended these observations using four distinct HDACi (vorinostat, romidepsin, givinostat, and panobinostat) and provide evidence that HDACi treatment aberrantly activates LIFR signaling. Our earlier studies confirmed the specificity of EC359 using MST, SPR, and LIFR KO TNBC models^16^. Further, EC359 has limited activity in ER^+^ BC cells, however, it showed potent activity in TNBC models suggesting EC359 effects may be subtype-specific and are independent of steroid receptors such as ER and PR. In this study, we provide evidence that HDACi-mediated activation of STAT3 was abolished in LIFR KO cells and that blocking LIFR signaling using a first-in-class LIFR inhibitor, EC359, enhances HDACi therapy.

The LIFR does not have any intrinsic tyrosine kinase activity, however, LIFR constitutively associates with the JAK-Tyk family of cytoplasmic tyrosine kinases and LIF binding to LIFR complex activates the JAK/STAT pathway^9^. Furthermore, the LIF/LIFR axis can activate multiple signaling pathways including STAT3, MAPK, AKT, and mTOR^11,14^ all of which are implicated in TNBC progression. Recent studies suggest the critical role of LIF/LIFR signaling in TNBC progression. TNBC exhibits autocrine stimulation of the LIF-LIFR axis, and overexpression of LIF is associated with poorer relapse-free survival in BC patients^11^. Our results showed that TNBC cells express LIFR co-receptor gp130 and multiple LIFR ligands, thus has the potential to create autocrine/paracrine signaling loops. Accordingly, TNBC exhibited high endogenous STAT3 phosphorylation compared to ER^+^ BC^16^ and EC359 treatment reduced STAT3 phosphorylation in TNBC cells. LIF and LIFR expression occur more prominently in TNBC compared to ER^+^ BC^16^. Our results using breast tumor tissues are also in agreement with published studies that TNBC tumors have higher level of LIFR. Further, our mechanistic studies demonstrated that EC359 was effective in reducing the aberrant LIFR signaling induced by HDACi treatment in TNBC cells.

LIF/LIFR axis is implicated in tumor growth by modulating several pathways implicated in tumor progression^22^ including maintenance of stem cells^17,18^; development of chemoresistance^23,24^ and invasion^25^. Tumors upregulate LIF/LIFR signaling via autocrine and paracrine mechanisms^24,26,27^. Several recent studies demonstrated that LIF blockade slow tumor progression, augment the efficacy of chemotherapy^12^, and improves therapeutic outcome^13^. Another study using a soluble version of the LIFR as a ligand trap demonstrated that blocking of LIF signaling slows tumor progression in a mouse model of pancreatic cancer^28^. Since TNBC cells express multiple LIFR ligands (LIF, OSM, and CNTF) and co-receptor gp130, aberrant induction of LIFR by HDACi has the potential to contribute to LIFR autocrine signaling loop. LIFR is also reported to function as a metastasis suppressor through the Hippo-YAP pathway^29^ and confer a dormancy phenotype in breast cancer cells disseminating to bone^30^. LIFR signaling is complex as multiple ligands activate LIFR including LIF, CNTF, OSM, and CTF1, and LIF/LIFR axis promote TNBC progression^16^. The differences in signaling outcome in different studies may in part arise from differential levels of activation of these pathways, multiple ligands to LIFR, and differences in tumor micro environment (TME)^31,32^. Recently published studies indeed support oncogenic role of LIF/LIFR signaling in cancer progression^16,33,34^. Our results from RNA-seq studies also suggest that the beneficial effect of the EC359 + HDACi involves regulation of multiple genes that involved in several pathways including apoptosis, metabolism, and cell cycle.

Recent studies suggested LIF/LIFR axis as a promising clinical target for cancer therapy^12,13^. Considering the importance of LIF/LIFR pathway, Northern Biologics Company recently developed a humanized Anti-LIF antibody (MSC-1) that blocks LIF signaling, and its utility is being tested in phase I clinical trial mode to determine its safety and tolerability (ClinicalTrials.gov, NCT03490669). However, lack of small molecule inhibitors that block LIF/LIFR signaling represents a major knowledge gap. Further developing a small molecule inhibitor targeting LIF/LIFR is very cost effective. Recently, we developed a first-in-class inhibitor of LIFR, EC359. Our results using multiple in vitro, ex vivo, and in vivo TNBC models and PDX models demonstrated the utility of EC359 in enhancing the efficacy of HDACi for treating TNBC.

TNBC are very heterogeneous tumors and often exhibits autocrine stimulation of LIFR axis by alternating the expression of ligands. Endoplasmic reticulum stress and hypoxia are few of the hallmarks of TNBC^35^. Hypoxia induces LIF expression in human cancer cells^36^. LIF promotes proliferation and metastasis of BC cells, and overexpression of LIF is commonly associated with poorer relapse-free survival in BC patients^11^. Further, increased expression of alternative LIFR ligands such as OSM, CNTF, and CTF1 was reported in TNBC. EC359 was shown to inhibit the LIFR activation by all LIFR ligands including LIF, OSM, CNTF, and CTF1^16^. Since LIFR activates multiple downstream signaling pathways including STAT3, AKT, and mTOR, blockage of STAT3 alone may not enhance HDACi efficacy. Similarly, use of BRD4 inhibitors alone may not increase the efficacy of HDACi as TNBC utilize multiple ways to activate LIF-LIFR signaling. In support of this, our results suggest that EC359 is highly effective in enhancing therapeutic utility of HDACi for treating TNBC.

In summation, our results using multiple TNBC models suggest that aberrant activation of LIFR occurred upon HDACi treatment and further demonstrated the utility of LIFR inhibitor EC359 in enhancing HDACi therapy. Since HDACi and LIFR inhibitors are currently in clinical development, the findings from this study suggest that a combination of the two agents may provide additional clinical benefit in the treatment of TNBC.

## Methods

### Cell culture and reagents

Human TNBC cells (MDA-MB-231, BT-549, MDA-MB-468, HCC1806, and HCC70) were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and cultured as per ATCC guidelines. All the model cells utilized were free of mycoplasma contamination. STR DNA profiling was used to confirm cell identity. Antibodies for GAPDH, p-S6, S6, p-Akt (S473), Akt, p-mTOR (S2448), mTOR, p-STAT3 (Y705), and STAT3 were purchased from Cell Signaling Technology (Danvers, MA). LIF and LIFR (LIFRα, CD118) antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX). β-actin antibody was obtained from Sigma-Aldrich (St. Louis, MO). The Ki67 antibody was purchased from Abcam (Cambridge, MA). LIFR knockout (KO) model cells and synthesis of EC359 were done using protocol in our earlier publication^16^. Vorinostat, panobinostat, romidepsin, and givinostat were purchased from MedChemExpress (Monmouth Junction, NJ).

### Cell viability, colony formation, invasion, and apoptosis assays

The effects of vehicle (DMSO), EC359, and HDACi alone or in combination on cell viability were measured using the MTT cell viability assay^16^. HDACi and EC359 concentrations used in the assays were based on our earlier studies^16^, dose–response curves using TNBC models, and published studies^15^. The combination index (CI) of EC359 + HDACi therapy was determined using Chou-Talalay method^37^. Apoptosis was measured using Annexin V-PI staining (BioLegend, San Diego, CA) and Caspase-Glo® 3/7 assays (Promega, Madison, WI) according to manufacturer’s protocol. For colony formation assays, TNBC model cells (500 cells/well) were seeded in triplicate in 6-well plates, treated with indicated drugs for 5 days, and allowed to grow for 14 days. The cells were fixed in ice-cold methanol and stained with 0.5% crystal violet solution. Colonies that contain ≥50 cells were counted and used in the analysis. The effect of combination therapy on cell invasion was studied using the Corning® BioCoat™ Growth Factor Reduced Matrigel® Invasion Chamber assay (Corning, Corning, NY). MDA-MB-231 and BT-549 cells were treated with vehicle or EC359 or HDACi or combination for 22 h and invaded cells were determined and quantitated using the manufacturer^,^s protocol.

### Western blotting and RT-qPCR

Whole-cell lysates were prepared using RIPA buffer as previously described^16^. Total proteins were mixed with SDS sample buffer and subjected to SDS-PAGE. All primary antibodies for western blotting were done using 1:1000 dilution. Secondary antibodies for western blotting were diluted 1:1000 for anti-mouse antibodies and 1:2000 for anti-rabbit antibodies. Blots were developed using the ECL kit (Thermo Fisher Scientific, Waltham, MA). RT-qPCR was performed using SuperScript III First Strand kit (Invitrogen, Carlsbad, CA) and by using SYBR Green on an Illumina Real-Time PCR system. Primer sequences of the genes used were included in Supplementary Table 1.

### Luciferase reporter assays

Generation of MDA-MB-231 and BT-549 cells stably expressing a STAT3-luciferase reporter was earlier described^16^. For reporter assays, cells were serum starved for 24 h, treated with EC359 or HDACi or combination therapy for 24 h, and reporter activity was measured. Cells were lysed in passive lysis buffer, and the reporter activity was measured using the dual-luciferase reporter assay system (Promega, Madison, WI).

### CSCs cell viability and mammosphere formation assays

Cancer stem cells (CSCs) from BT-549 cells were sorted using the ALDEFLUOR kit (STEMCELL Technologies, Cambridge, MA) and flow cytometry. CSCs were cultured in MammoCult medium as per manufacturer’s instructions. The effect of EC359 + HDACi combination therapy on the viability of CSCs was measured using Cell Titer-Glo assays (Promega, Madison, WI, USA). For CSC mammosphere assays, single-cell suspensions of CSCs were seeded in 24-well ultra-low attachment plates (100 cells/well) in triplicate and treated with vehicle or EC359 or vorinostat or EC359 + vorinostat for 7 days, and the newly formed spheres were counted.

### RNA-seq and differential expression analysis

The effect of EC359 + HDACi combination therapy on global transcriptome was determined by RNA-sequencing using established protocol^38^. Total RNA from BT-549 cells treated with vehicle, EC359, vorinostat, and EC359 + vorinostat was prepared using RNeasy mini kit (Qiagen, Valencia, CA). Illumina TruSeq RNA Sample preparation and sequencing were performed at Greehey Children’s Cancer Research Institute Genome Sequencing Facility (UTHSA) using standard illumina HiSeq 3000 sequencing protocol. The raw reads were aligned to the reference human genome (UCSC hg19) with TopHat2^39^. Genes were annotated (using NCBI RefSeq) and quantified by HTSeq^40^, and DESeq^41^ was used to identify differentially expressed genes and genes with fold change >1 and multiple-test adjusted *p* value <0.01 were used for interpreting the biological pathways. Gene Set Enrichment Analysis was performed using stand-alone distribution (http://www.gsea-msigdb.org/gsea/index.jsp)^42^. STAT3 induced gene set and a STAT3 repressed gene set were custom-generated using published TNBC model RNA-seq data^19^. For GSEA, due to the size limitation of gene set (<500), we choose the top 500 STAT3 induced genes and 341 STAT3 repressed genes (*p* < 0.01, log2FC < −0.5). These 2 gene sets are close to our RNA-seq data (both cell lines are TNBC mesenchymal cells). RNA-seq data have been deposited in the GEO database under a GEO accession number GSE163249.

### Animal studies

All animal experiments were performed using UTHSA IACUC approved protocol. For xenograft tumor assays, 2 × 10^6^ MDA-MB-231 (*n* = 4) or MDA-MB-468 (*n* = 6) cells were mixed with an equal volume of matrigel and implanted in the mammary fat pads of 6-week-old female athymic nude mice^16^. Once tumors reached measurable size, mice were divided into control and treatment groups. Mice bearing TNBC PDX tumors were purchased from Jackson laboratory (TM00089; TM00096; TM00098) and TNBC PDX line UTPDX0001 establishment was earlier described^16^. When tumors reached ~750 mm^3^ they were dissected into 2 mm^3^ pieces and implanted into the flanks of 6-week-old female SCID mice. When the tumor volume reached ~150 mm^3^, mice were randomized for treatment. The control group received vehicle and the treatment groups received EC359, or vorinostat or EC359 + vorinostat. EC359 and vorinostat doses were chosen based on earlier published studies^15,16^. The mice were monitored daily for adverse toxic effects and tumor volume was measured every 3-4 days using calipers. At the end of each experiment, the mice were euthanized, and the tumors were removed, weighed, and processed for histological studies and protein analysis. IHC analysis was performed using published protocol^16^. Primary antibodies were incubated overnight with Ki67 (1:100) or Phospho STAT3 (Y705) antibody (1:50) and subsequent secondary antibody incubation for 30 min at room temperature. Percentage of Ki67-positive proliferating cells was calculated in five randomly selected microscopic fields.

### PDX-derived explant (PDE) studies

Excised PDX tumor samples (UTPDX0001; TM00096; TM00098) were processed, and cultured ex vivo as previously described^43,44^. Briefly, PDX tumor samples were dissected into 2 mm^3^, and then incubated on gelatin sponges for 24 h in culture medium containing 10% FBS, followed by treatment with either vehicle or HDACi or EC359 or in combination for 72 h. Treated tumor tissues were then fixed in 10% formalin at 4 **°**C overnight and then processed into paraffin-embedded blocks.

### Tissue microarray (TMA) and immunohistochemistry analysis

BC tissue microarrays (TMA cat# BR1503g and BR487c) were purchased from US Biomax, Inc. (Rockville, MD). TMAs were probed using LIFR antibody. IHC analysis was conducted^45^ and immunoreactivity was visualized using DAB substrate and counterstained with hematoxylin (Vector Laboratories Inc., Burlingame, CA). Tissue arrays were scored using Allred Scoring system^46^. Briefly, the LIFR staining intensity was scored on a scale between zero and three and the proportion of positive stained cells was rated as one between 0 and 1%, two between 1 and 10%, three between 10 and 33%, four between 33 and 66%, and five between 66 and 100%. Control rabbit IgG staining was used as a negative control. The sections were scored by two independent evaluators blinded to the patient’s clinical status.

### Statistics and reproducibility

Statistical differences between groups were analyzed with either a *t*-test or ANOVA as appropriate using GraphPad Prism 9 software. A value of *p* < 0.05 was considered as statistically significant. The combination index (CI) was calculated using the Chou-Talalay method^37^. For animal studies, sample size of tumors/treatment was derived using effect information from previous studies and calculations were based on a model of unpaired data power = 0.8; *p* < 0.05. All in vitro assays were performed in biological replicates in technical triplicate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data for the graphs and charts are provided in Supplementary Data 1. The RNA-seq data have been deposited in the GEO database (accession number GSE163249). Unedited western blot images are available in the Supplementary Information (Supplementary Figs. 7–17).

# Supplementary material for: LIFR inhibition enhances the therapeutic efficacy of HDAC inhibitors in triple negative breast cancer
**Source:** Commun Biol. 2021 Oct 29;4:1235. doi: 10.1038/s42003-021-02741-7
**Supplement:** Supplementary file 2 — Supplementary information

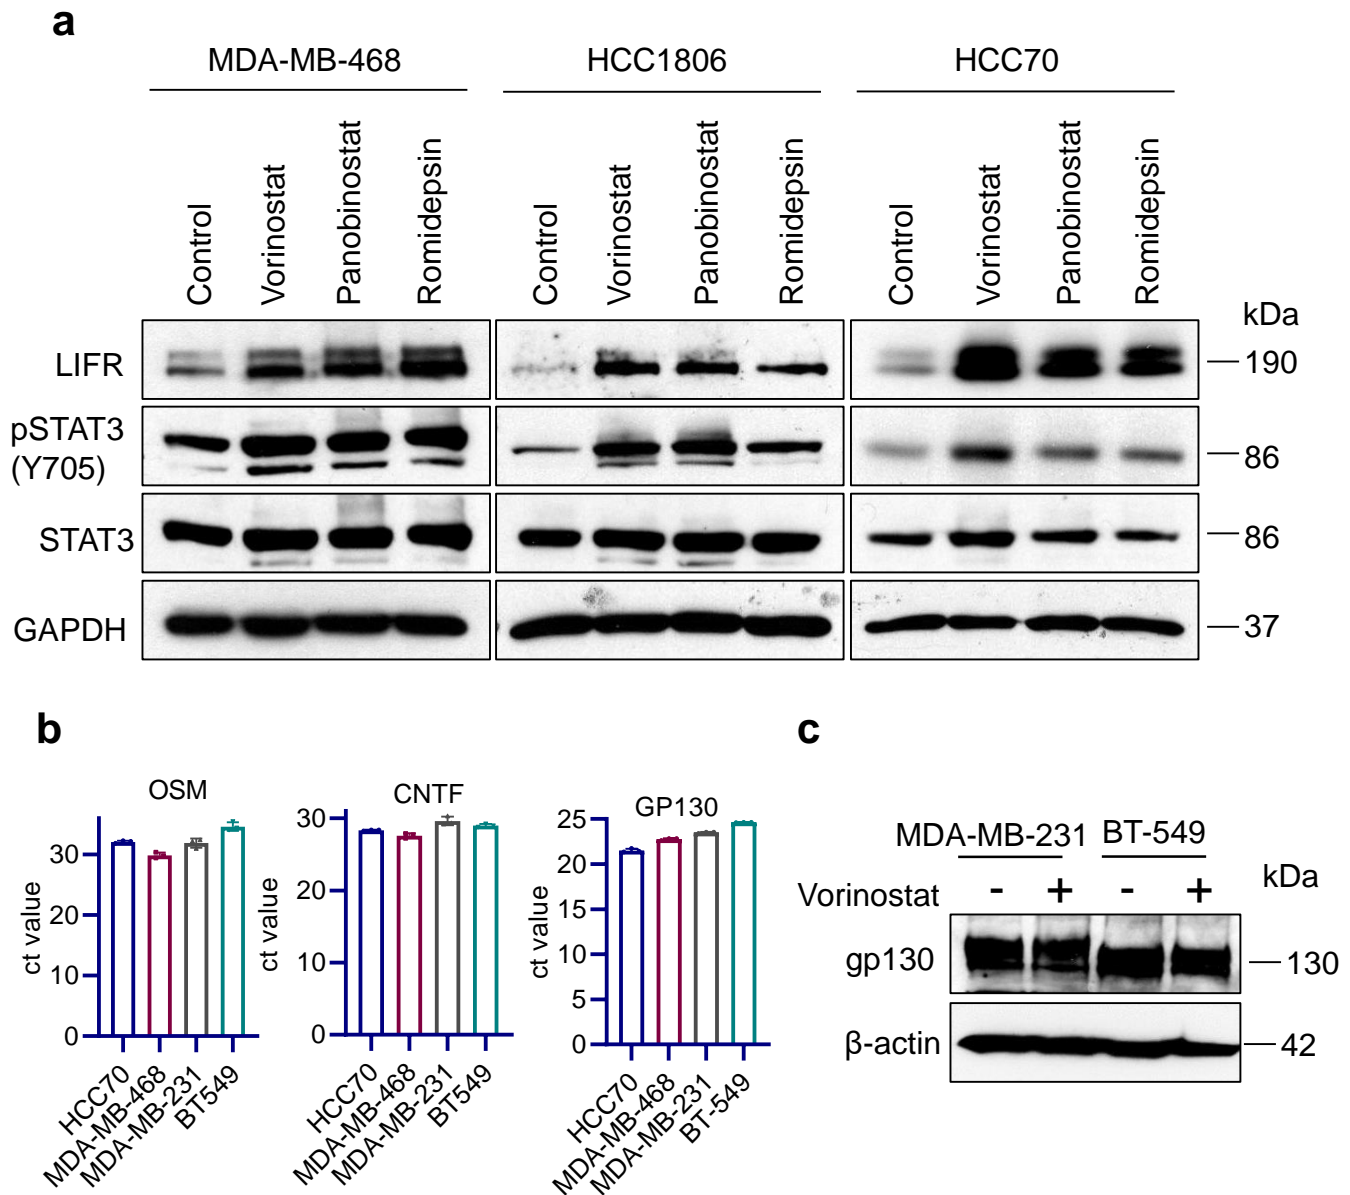

**Supplementary Figure 1. HDACi treatment induced STAT3 activation via LIFR expression.** **a.** TNBC model cells (MDA-MB-468, HCC1806 and HCC70) were treated with indicated HDACi (vorinostat:10  $\mu$ M; panobinostat:1  $\mu$ M; romidepsin:1  $\mu$ M) for 24 h and expression of LIFR, p-STAT3(Y705) and STAT3 were determined using Western blotting. **b.** Expression of LIFR ligands (OSM and CNTF) and GP130 in 4 different TNBC model cells were analyzed by RT-qPCR. **c.** MDA-MB-231 and BT-549 cells were treated with HDACi and the expression of gp130 was determined using Western blotting.

# Supplementary Figure 2

**a**

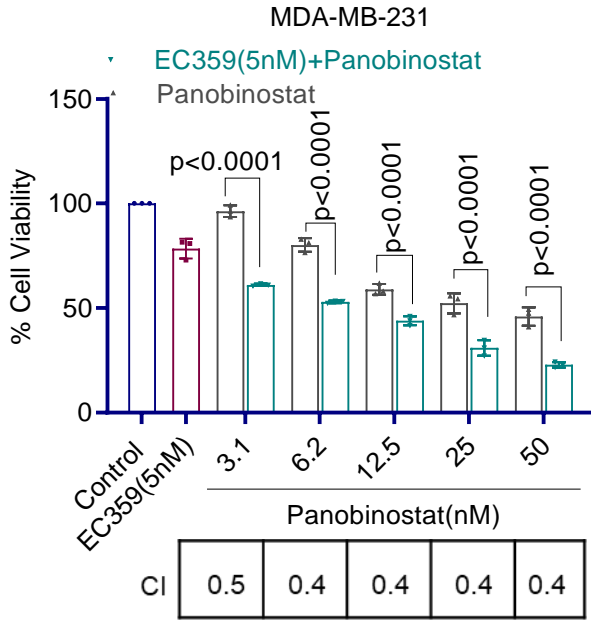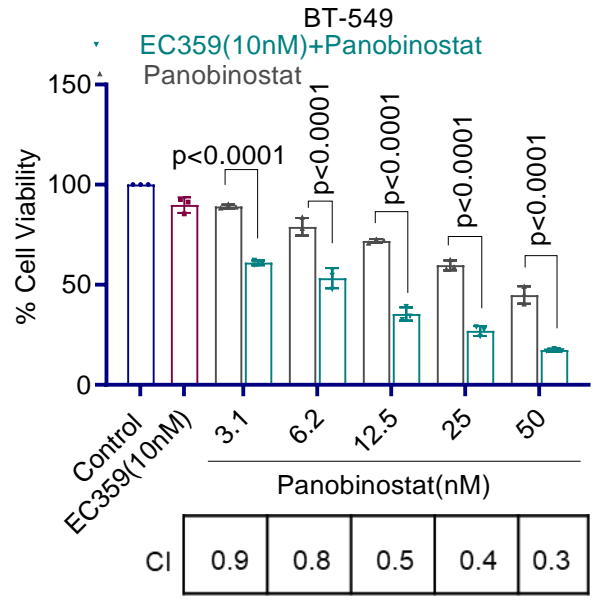

**b**

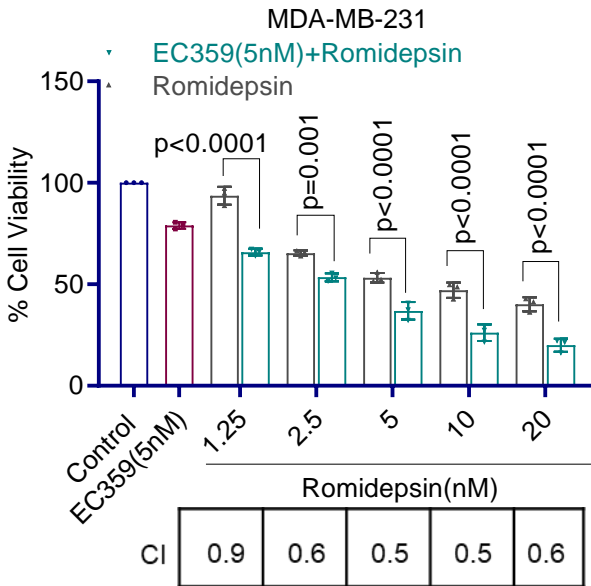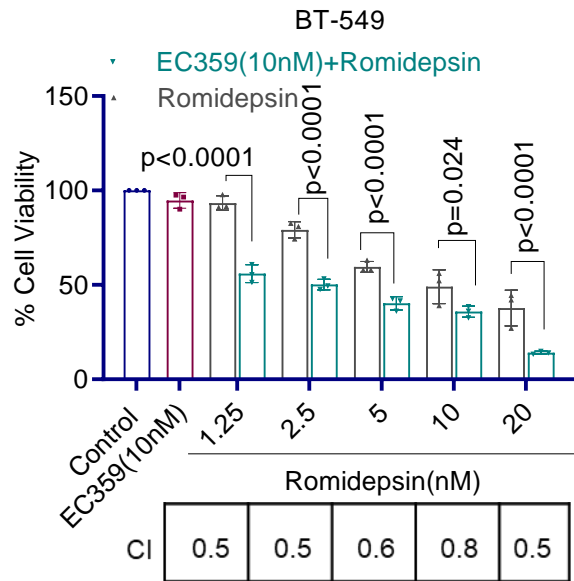

**Supplementary Figure 2. EC359 synergistically enhanced HDACi ability to reduce cell viability.** MDA-MB-231 and BT-549 cells were treated with indicated concentrations of panobinostat (**a**) and romidepsin (**b**) for 72 h in the presence or absence of EC359 (MDA-MB-231:5 nM; BT-549:10 nM) and the cell viability was measured by MTT assay. Data are representative of 3 independent experiments (n=3). Error bars represent SD. In **a**, and **b**, p-values were calculated using Two-way ANOVA. The combination index (CI) of EC359+HDACi therapy was determined using Chou-Talalay method.

**a**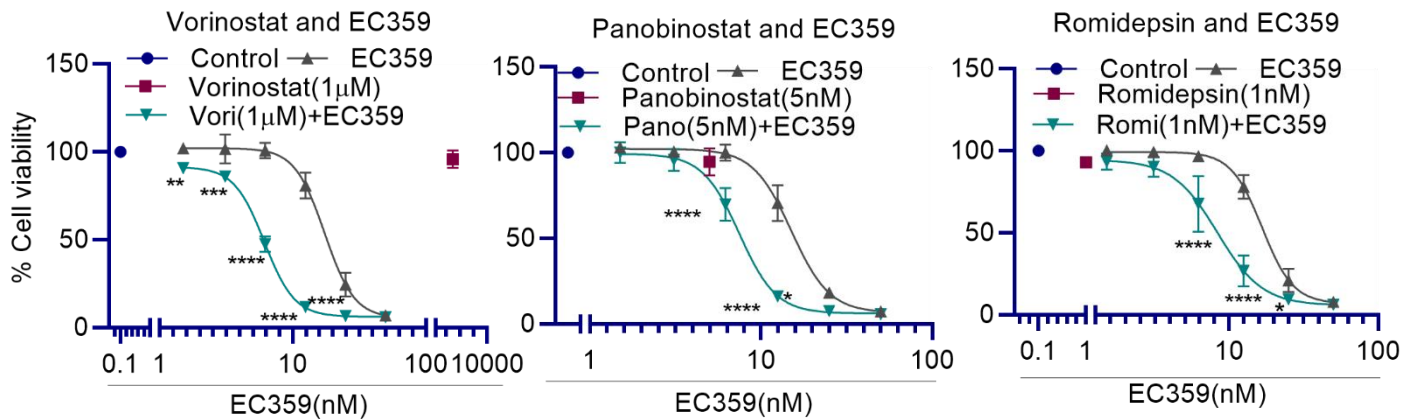**b**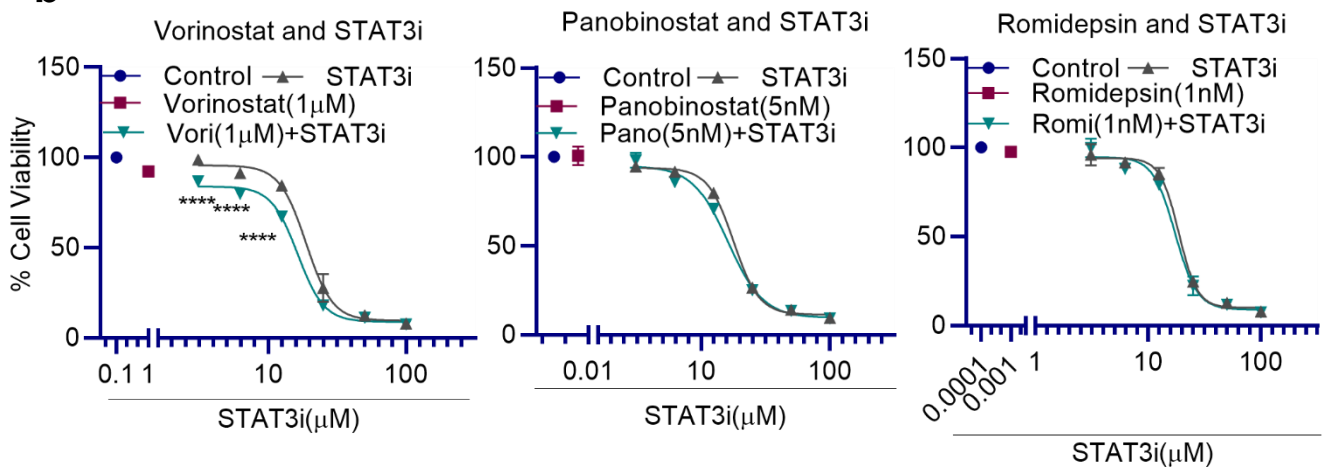

**Supplementary Figure 3.** EC359 is more effective in potentiating HDACi mediated reduction of cell viability. BT-549 cells were treated with HDACi in combination with EC359 (a) or STAT3i (b) for 72 h and the cell viability was measured using MTT assay. Data are representative of 3 independent experiments (n=3). Error bars represent SD. In **a** and **b**, p-values were calculated using Two-way ANOVA. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

**a**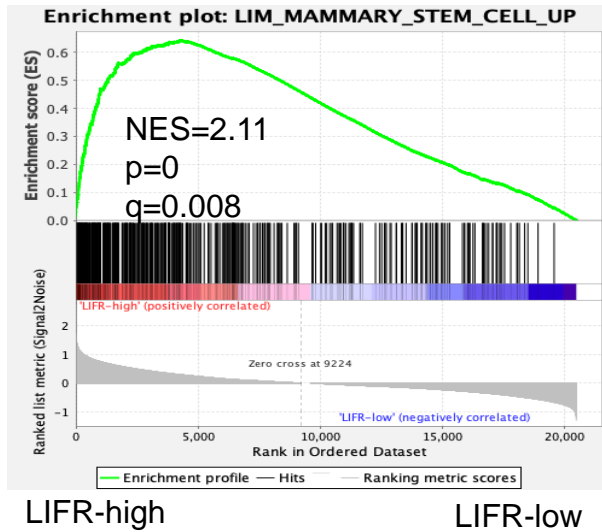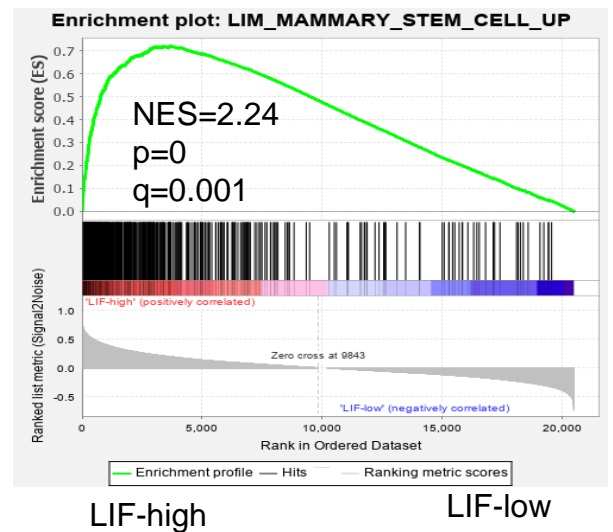**b**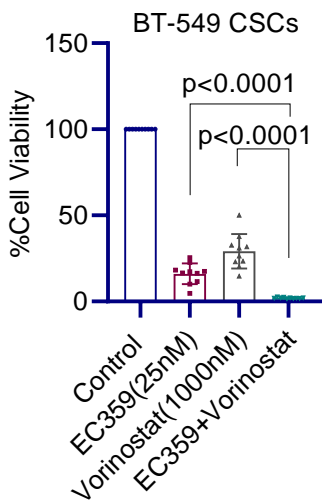**c**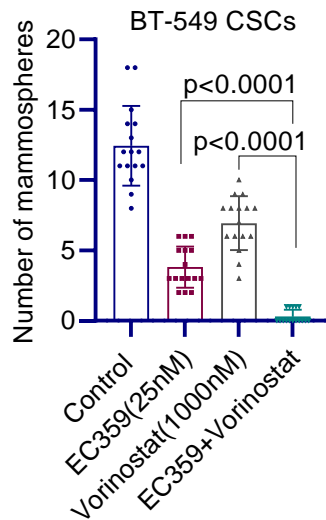**d**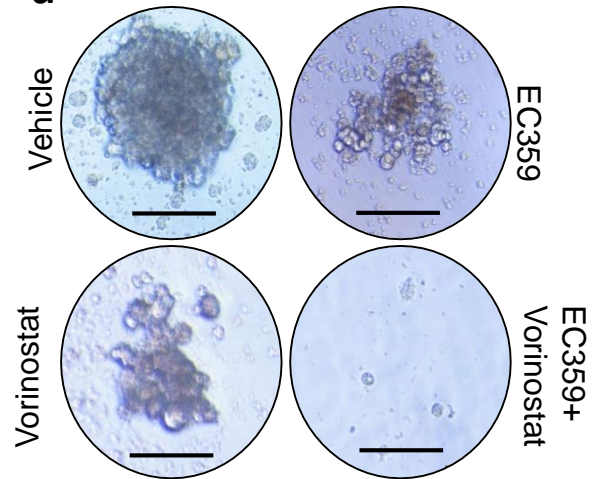

**Supplementary Figure 4 a.** High expression of LIFR and LIF correlates with the expression of mammary stem cell gene set in TCGA data base. Effect of EC359+vorinostat on the proliferation of CSCs was studied using CellTiter-Glo (n=10) (**b**), and sphere forming ability was studied using mammosphere formation assays (n=16) (**c**). Representative images of mammospheres after treatment were shown (**d**). Scale bar represent 100µm. Error bars represent SD.

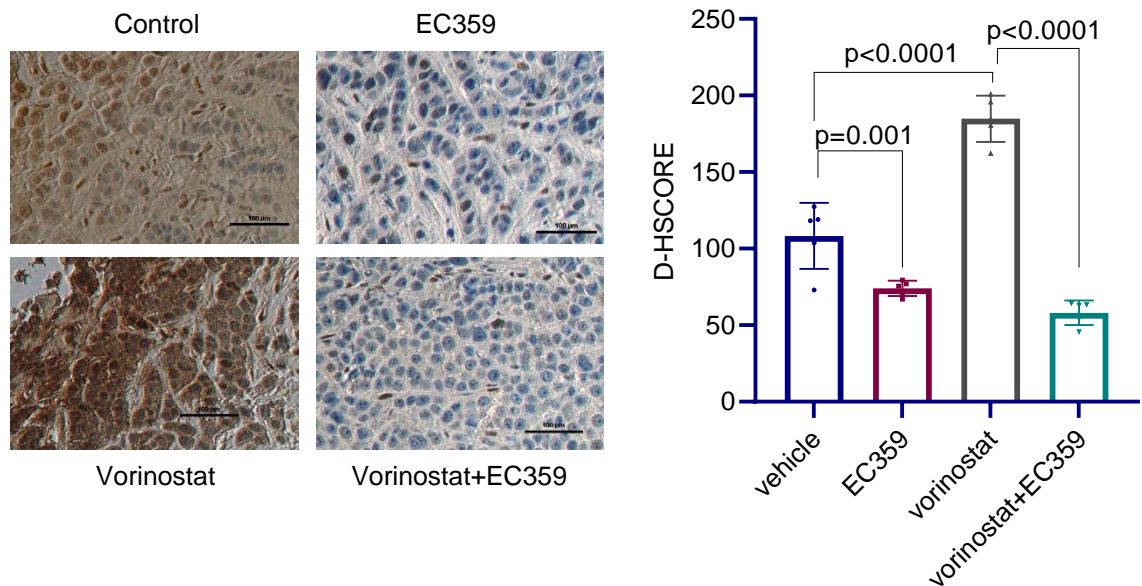

**Supplementary Figure 5.** MDA-MB-468 xenograft tumors collected from vehicle or EC359 or Vorinostat or combination treated mice were subjected to IHC staining of p-STAT3(Y705). Quantitation of IHC images were done by Image J software. Error bars represent SD. p-value was calculated using one-way ANOVA.

**a**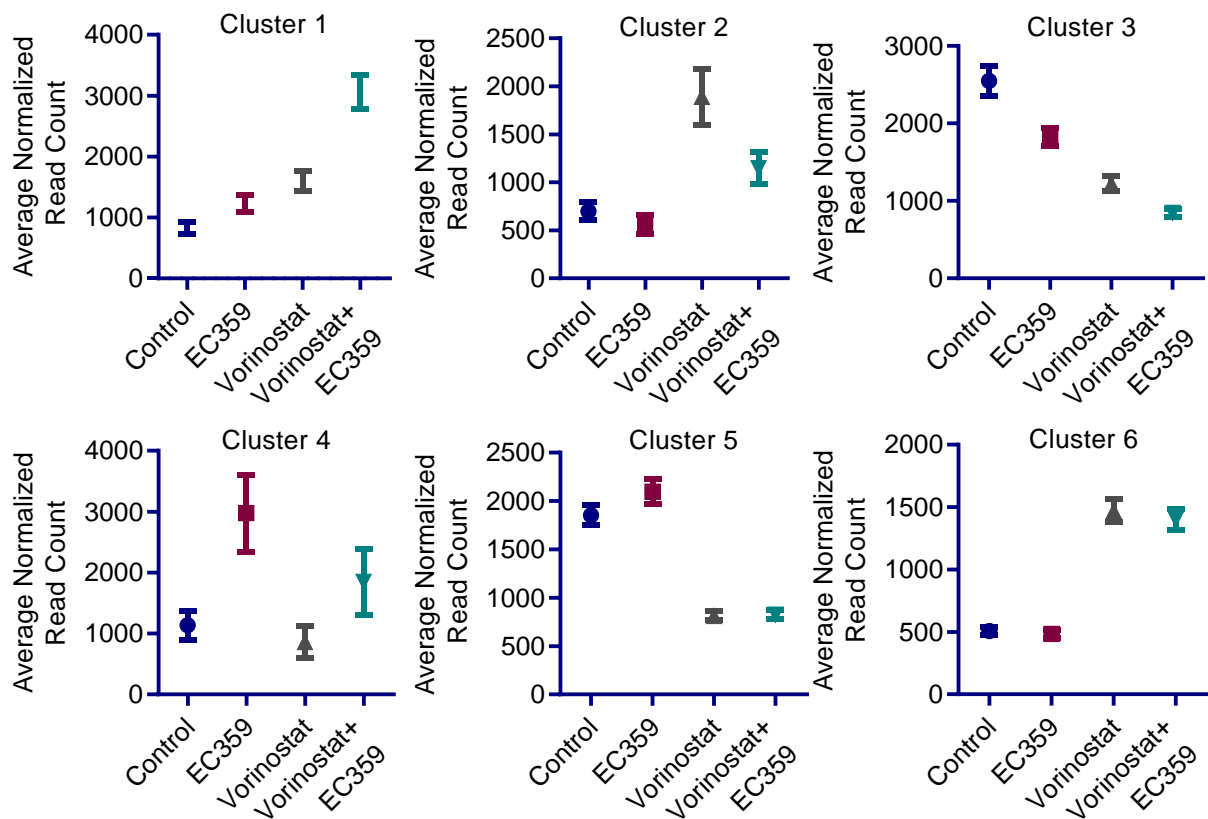**b**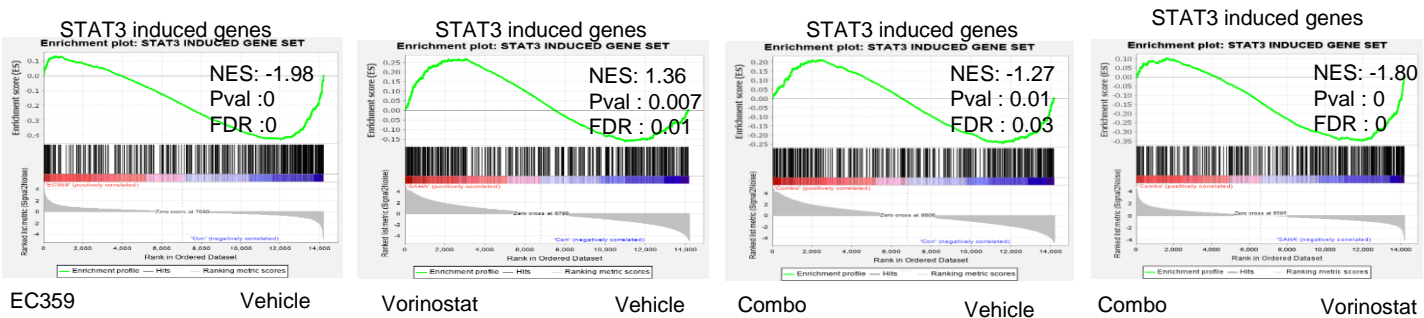**c**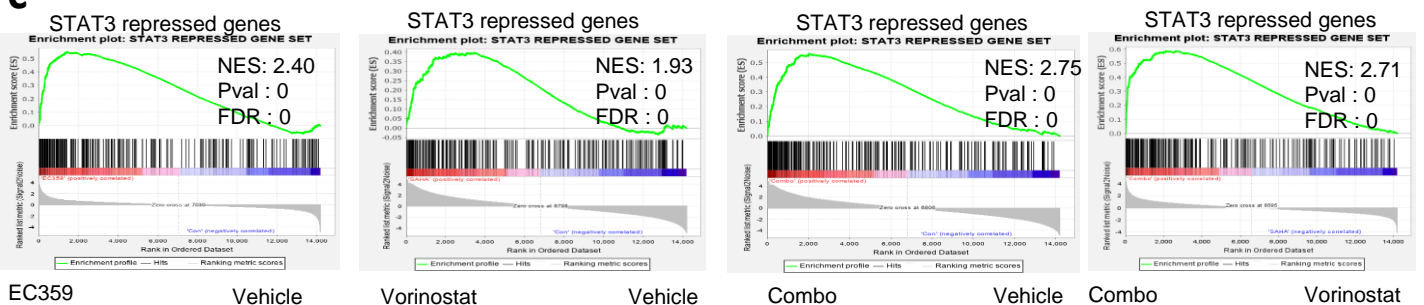

**Supplementary Figure 6. a**, The differentially expressed genes were grouped into clusters based on their expression pattern across 4 conditions (Control, EC359, Vorinostat, Vorinostat+EC359 (combo)) and six distinct clusters identified (clusters 1–6) are shown. **b, c**, GSEA of STAT3 induced and repressed gene signature between vehicle and EC359, vehicle and Vorinostat, vehicle and combination group and Vorinostat and combo was shown.

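The assignment to cluster profiles used Pearson correlation over the 4 group means of log2 CPM, with the profiles read by eye from Supplementary Fig. 6a. Clusters 2, 4, 5 and 6 received 397, 182, 1374 and 1867 genes. The median correlation of a gene with its profile was 0.959, 0.976, 0.973, 0.870, 0.981 and 0.985 for Clusters 1 to 6. K-means on row z-scores, matched to the same profiles, gave 914, 164, 1105, 182, 1262 and 2062 genes, and the mean profiles of these groups had correlations of 0.994, 0.117, 0.996, 0.944, 0.997 and 0.999 with those they were matched to. Hierarchical clustering with complete linkage moved the sizes most, to 169, 2354, 276, 65, 2210 and 615 genes, with correlations of 0.476, 0.905, 0.785, 0.439, 0.989 and 0.806. A group with a low correlation, such as that of k-means at Cluster 2, does not follow the profile of its cluster. The median log2 fold change on adding EC359 to vorinostat was 0.86, -0.67, -0.55, 1.30, 0.08 and 0.03 at Clusters 1 to 6. The replicate number does not enter the assignment, which comes from no test.

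**Figure D6:**
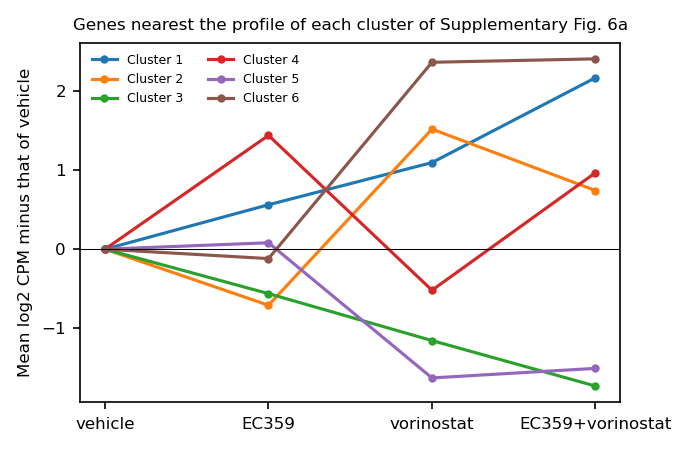
Mean log2 CPM of the genes nearest each cluster profile, minus their mean under vehicle, in the 4 treatment groups. The step from vorinostat to the combination rises most at Clusters 1 and 4 and falls at Clusters 2 and 3.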

# Supplementary Figure 7

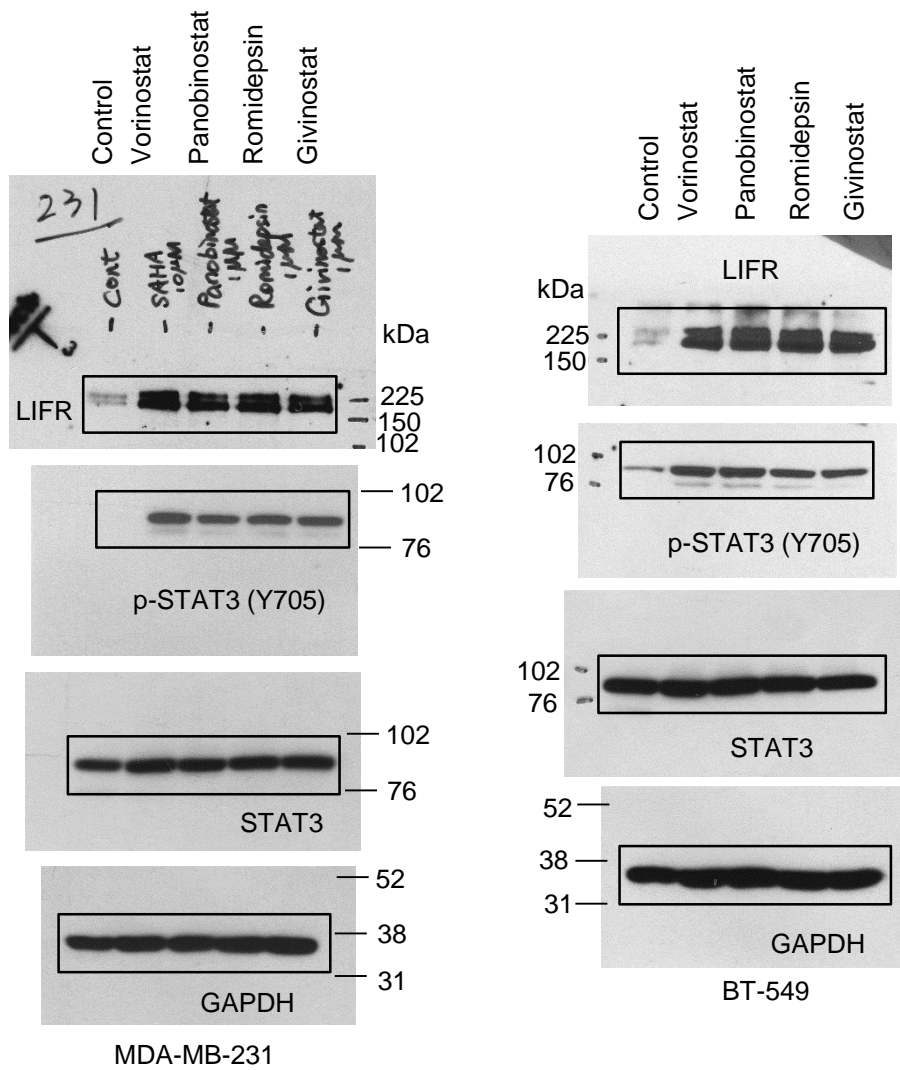

**Supplementary Figure 7.** Unprocessed scans of Western blots used in Figure 1 a. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 8

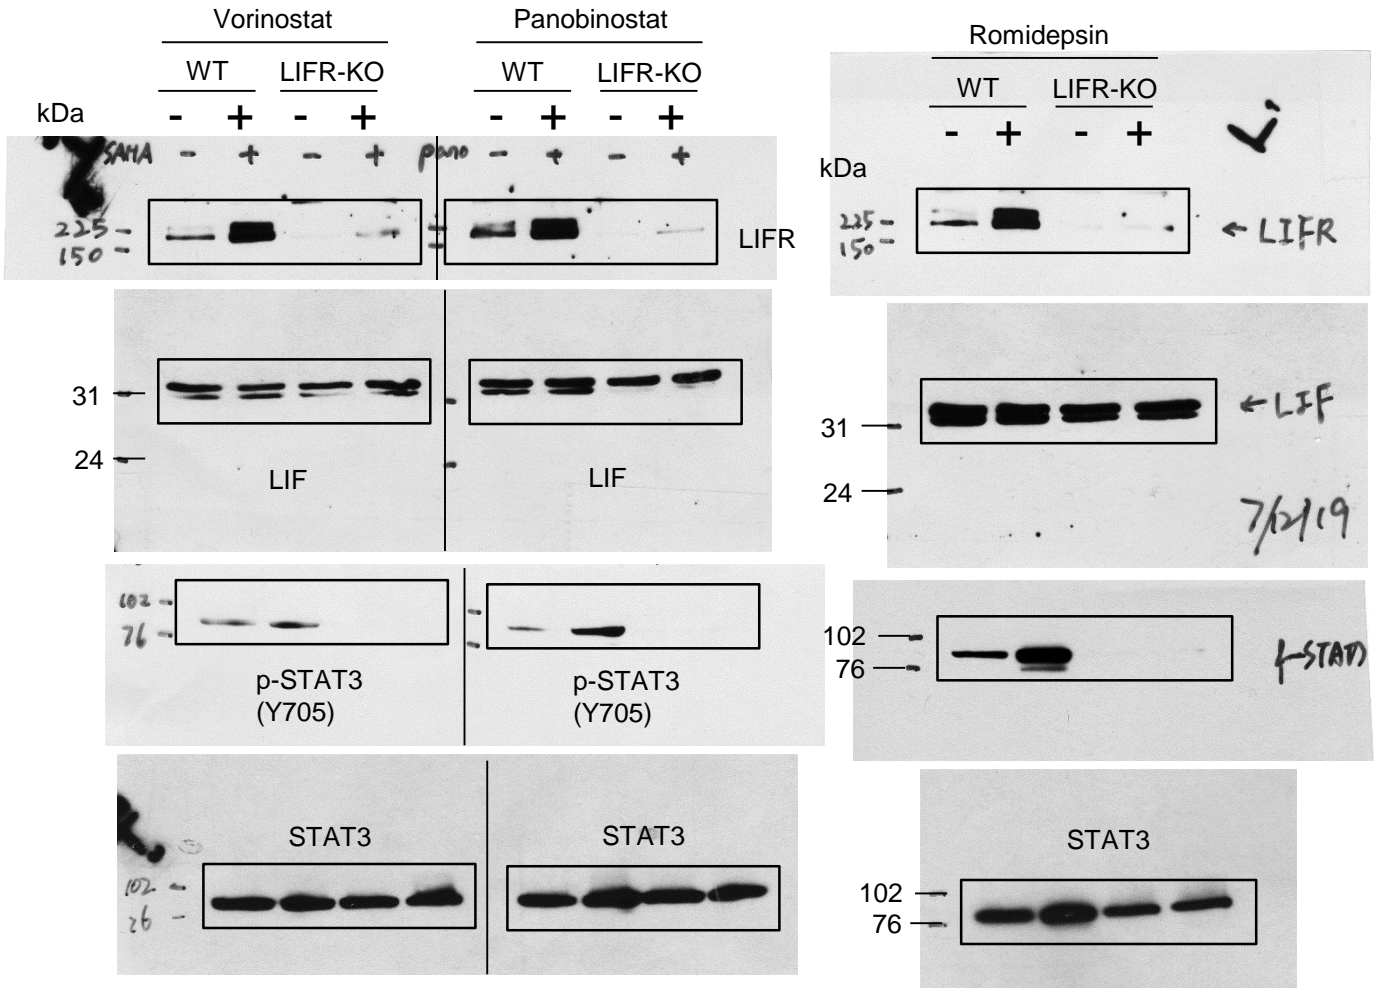

BT-549

**Supplementary Figure 8.** Unprocessed scans of Western blots used in Figure 1 d. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 9

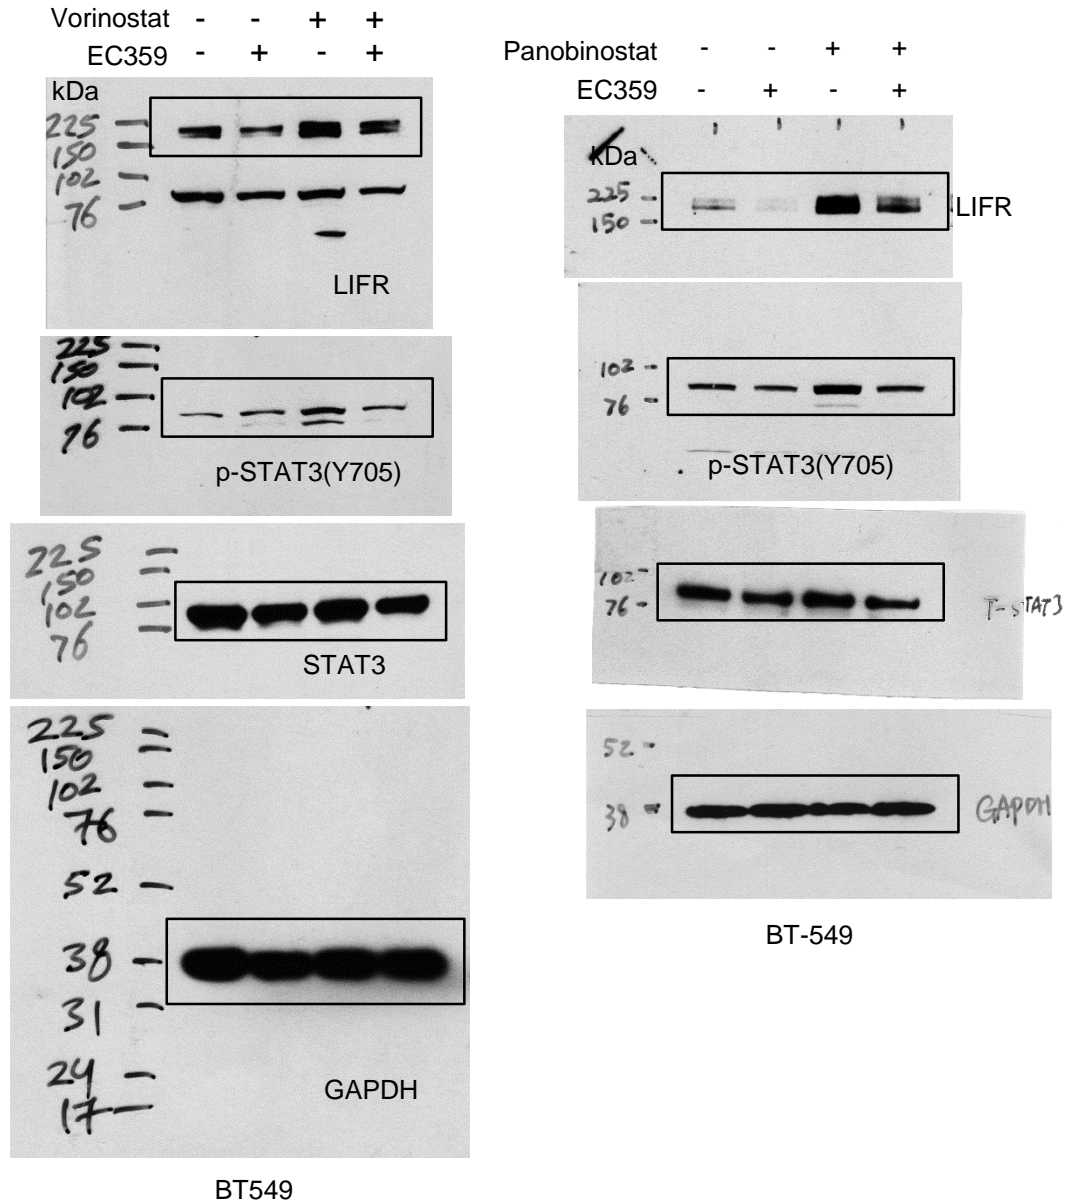

**Supplementary Figure 9.** Unprocessed scans of Western blots used in Figure 4a. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 10

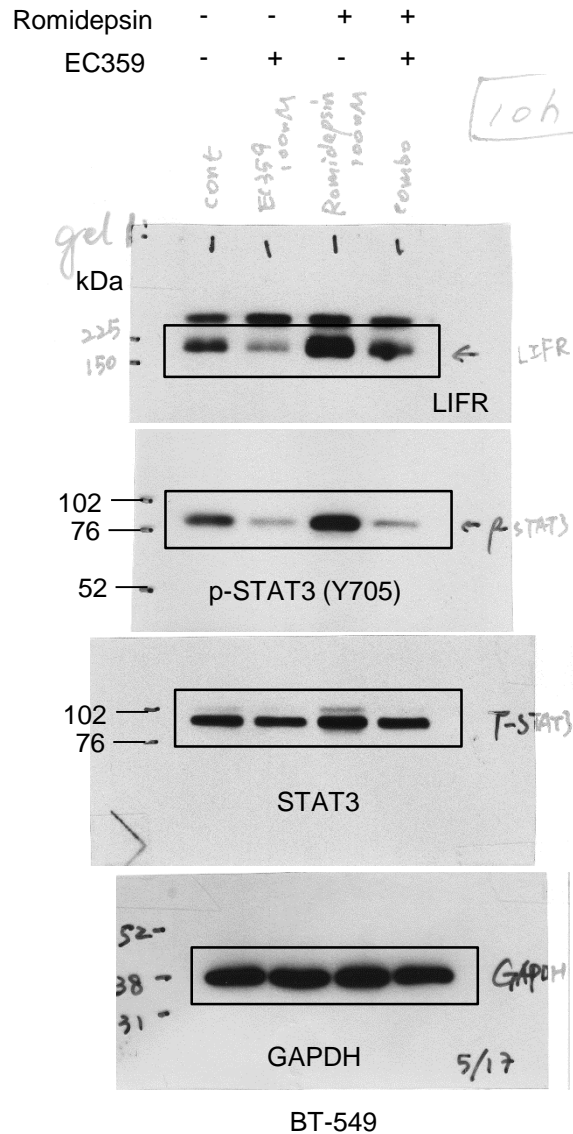

**Supplementary Figure 10.** Unprocessed scans of Western blots used in Figure 4a. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 11

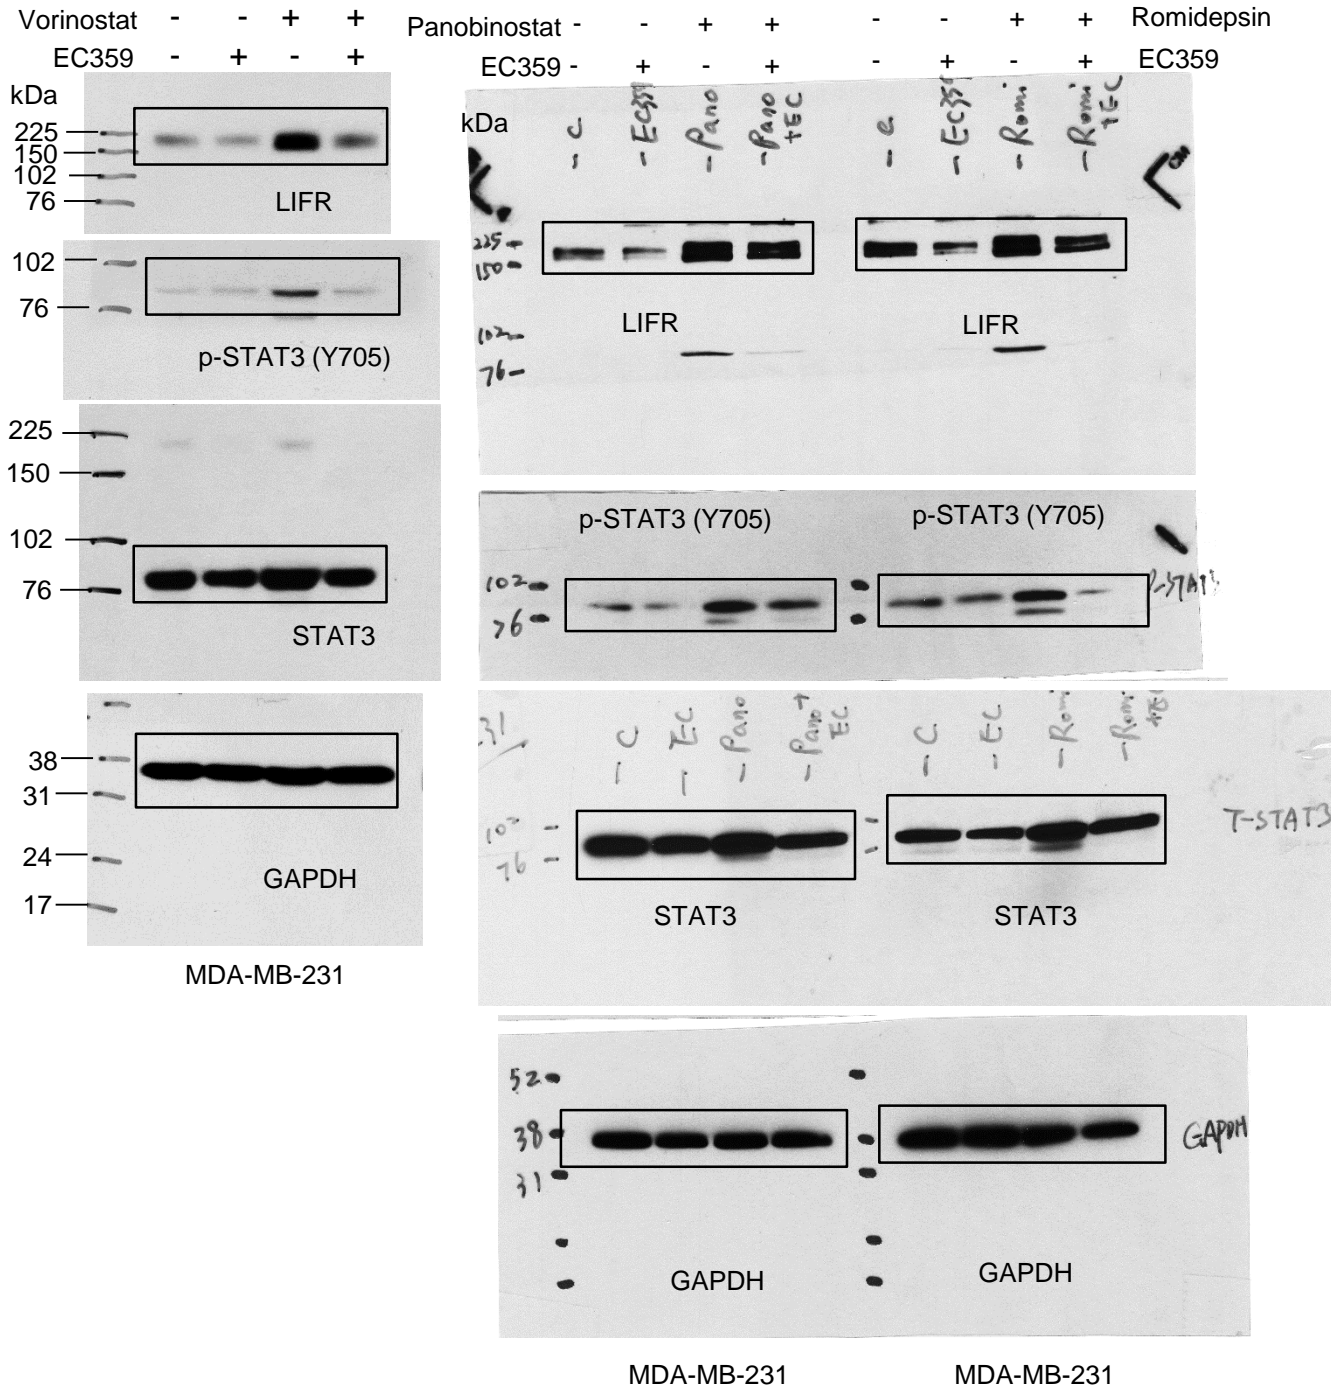

**Supplementary Figure 11.** Unprocessed scans of Western blots used in Figure 4a. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 12

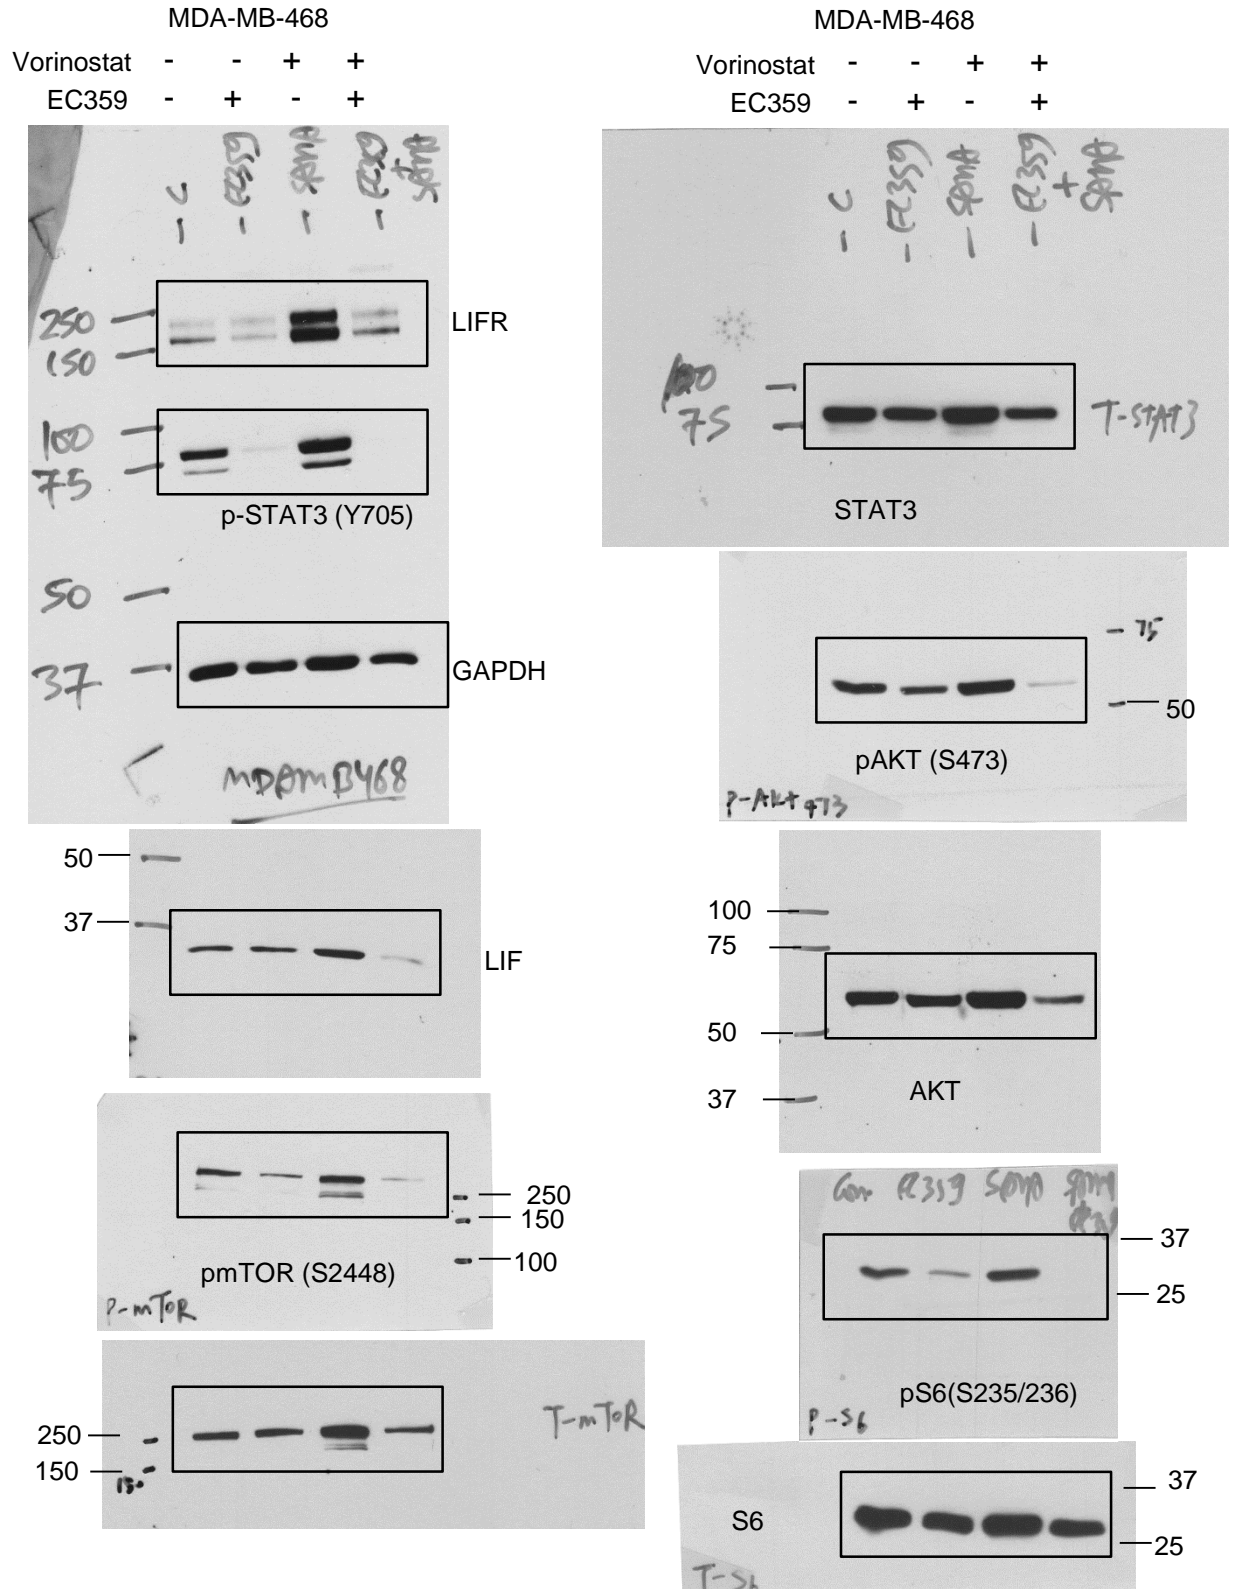

**Supplementary Figure 12.** Unprocessed scans of Western blots used in Figure 4b. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 13

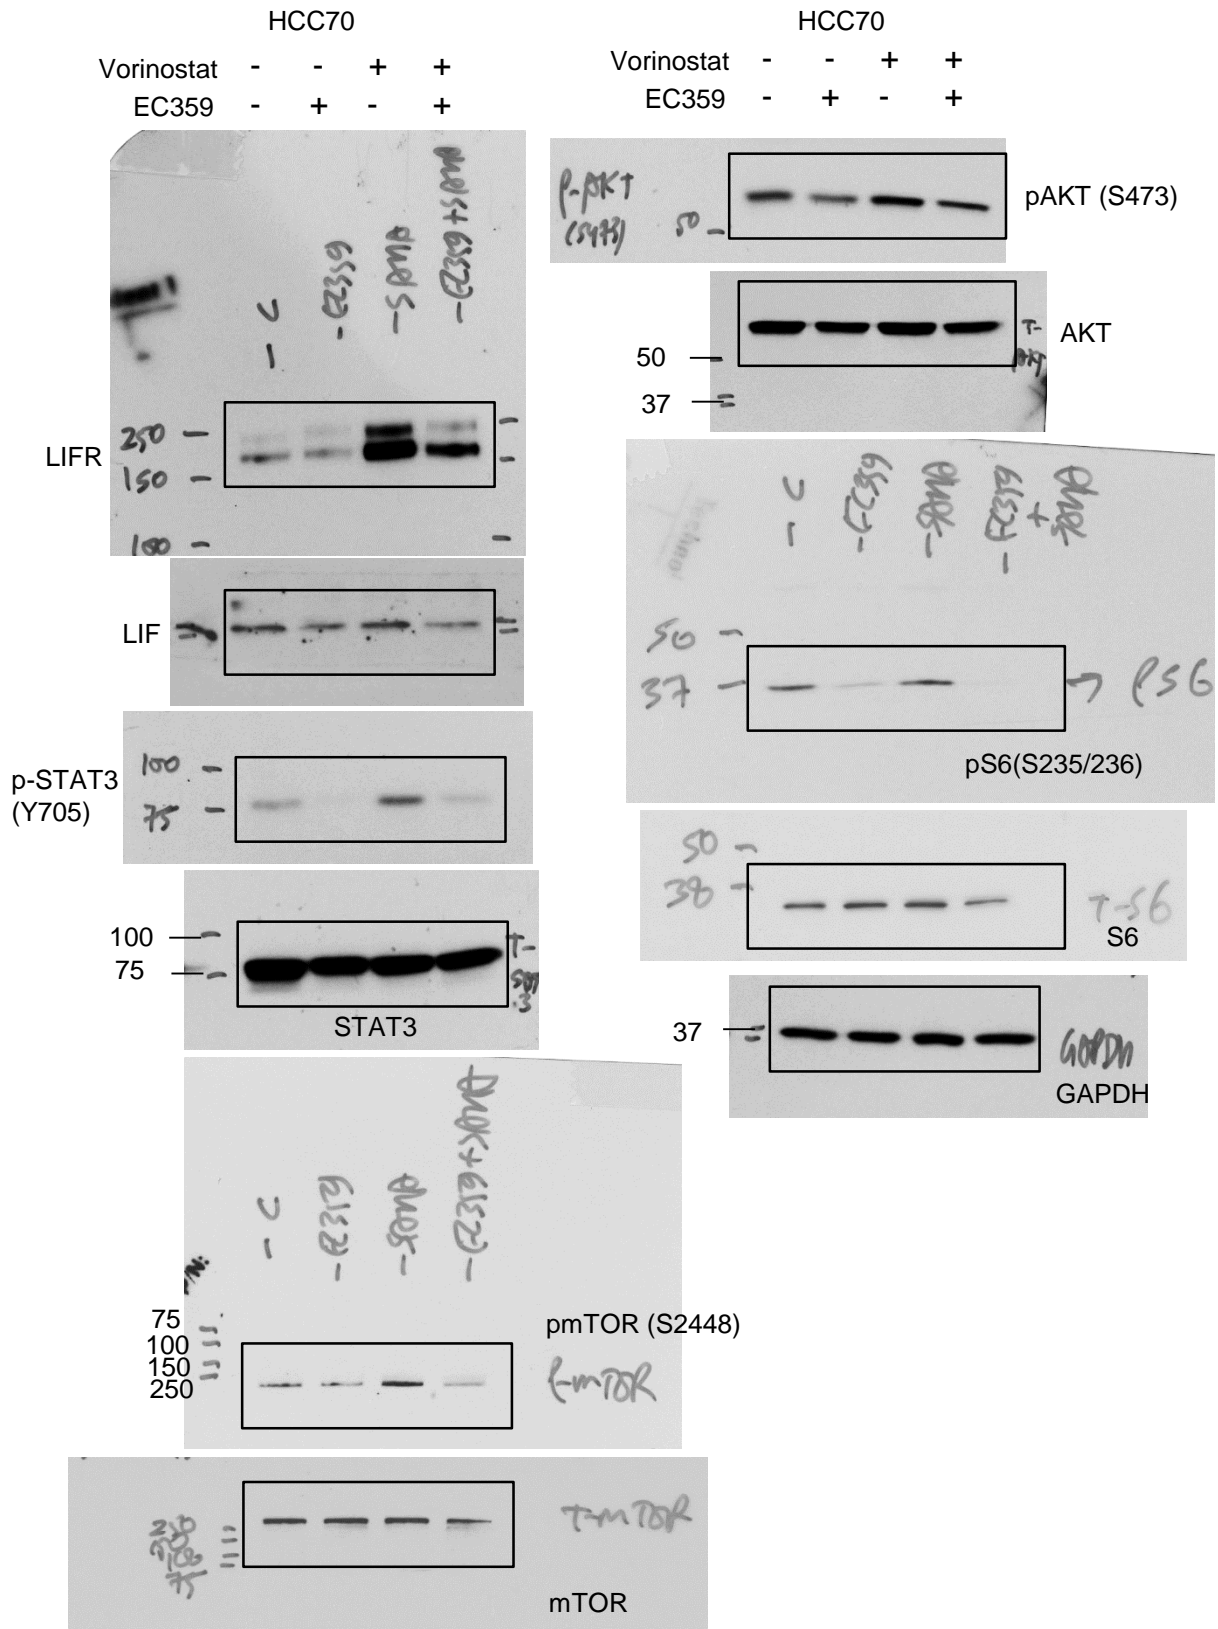

**Supplementary Figure 13.** Unprocessed scans of Western blots used in Figure 4b. Cropped sections used as figures in the manuscript are marked as a box.

## Supplementary Figure 14

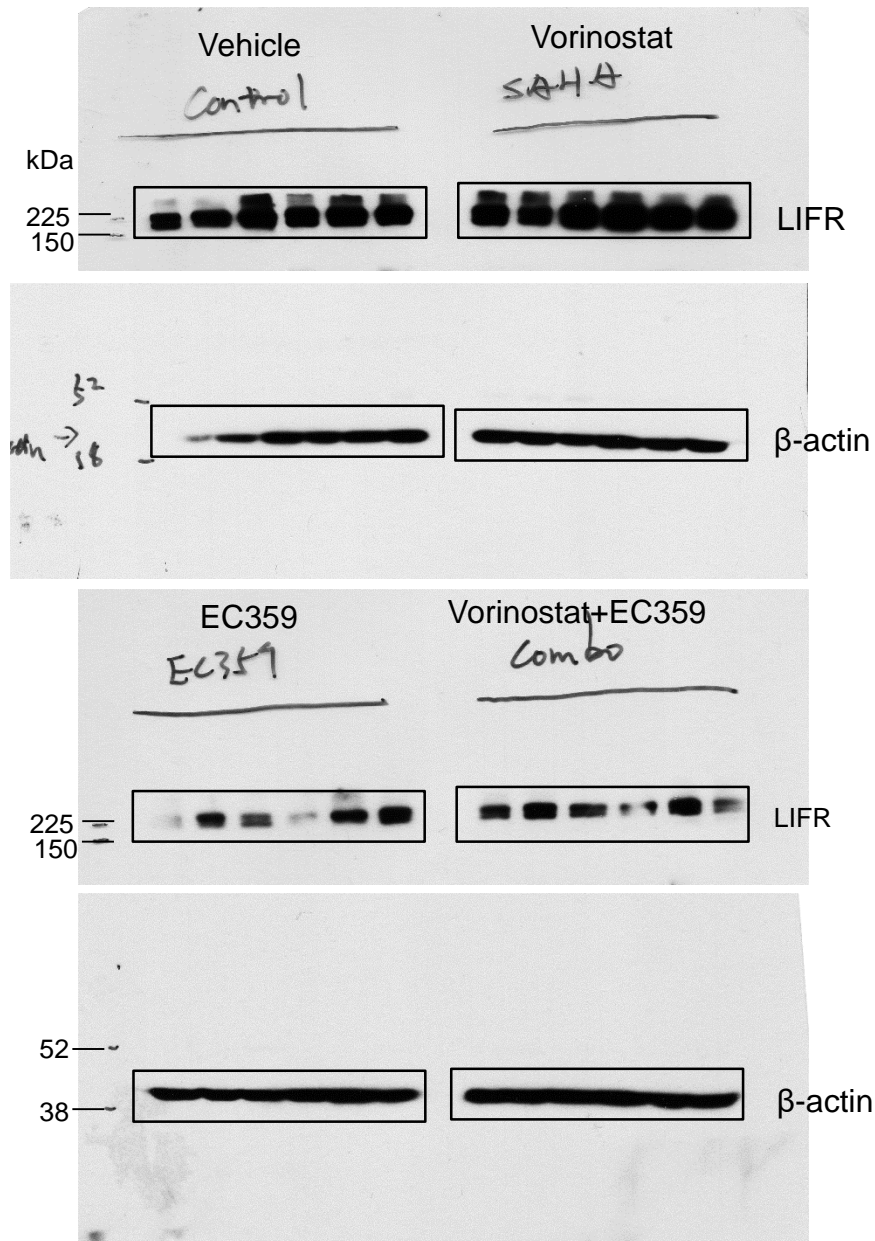

**Supplementary Figure 14.** Unprocessed scans of Western blots used in Figure 7c. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary Figure 15

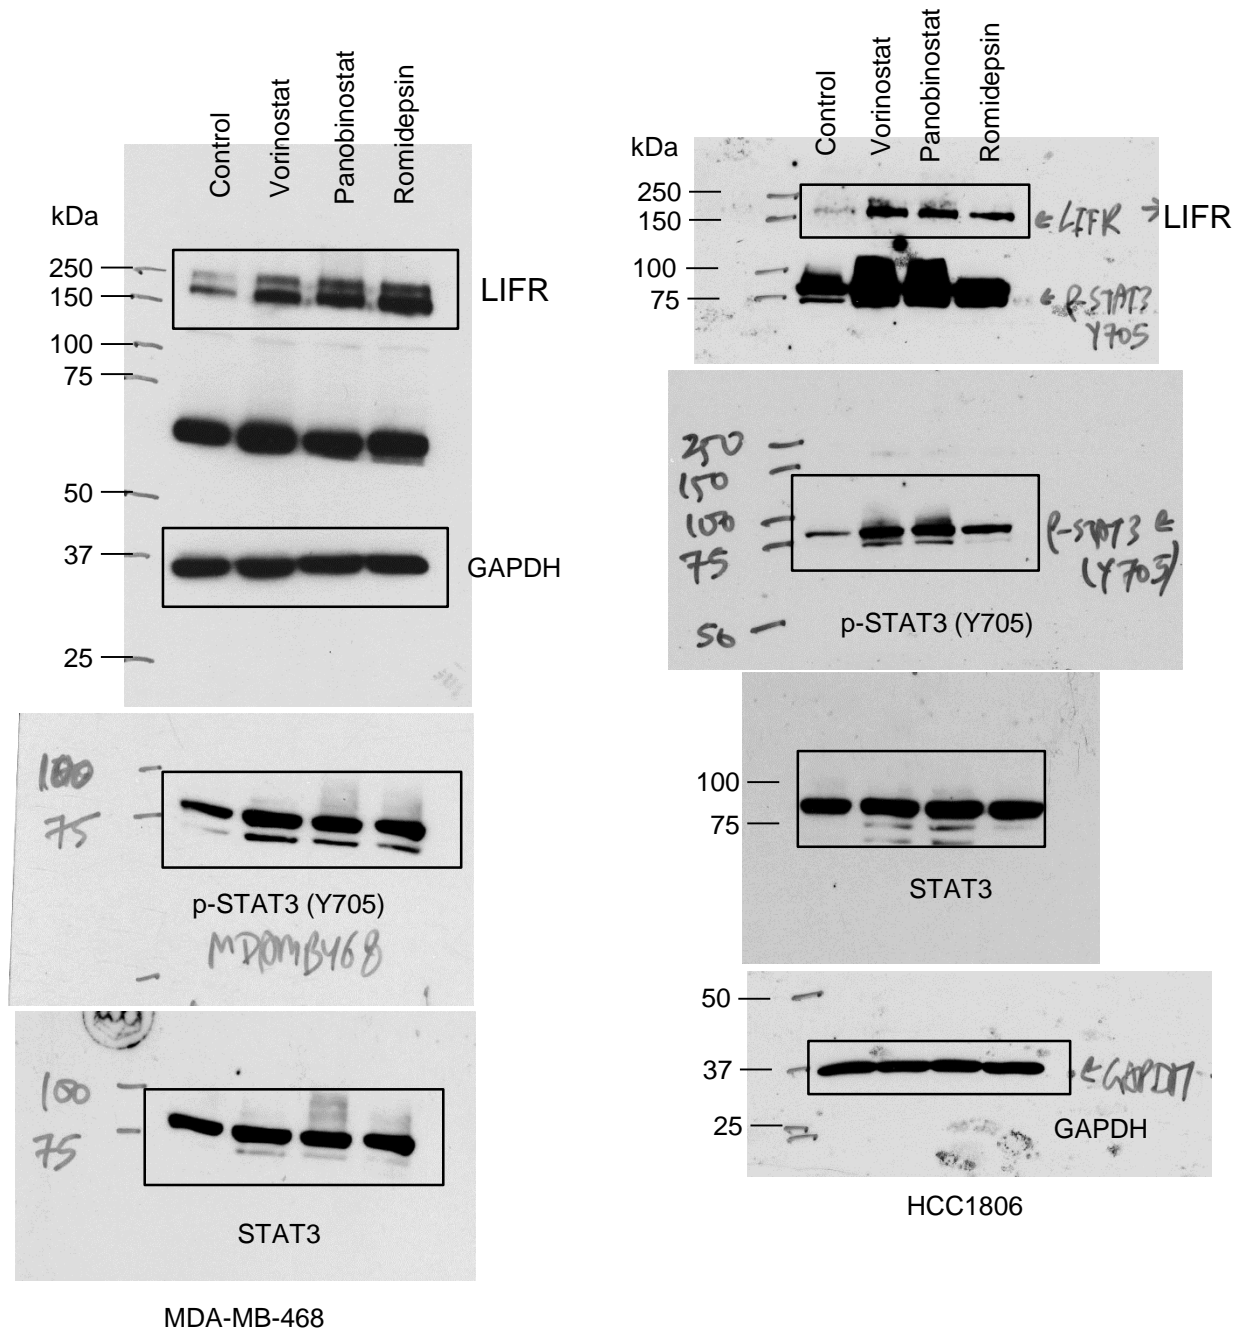

**Supplementary Figure 15.** Unprocessed scans of Western blots used in Supplementary Figure 1a. Cropped sections used as figures in the manuscript are marked as a box.

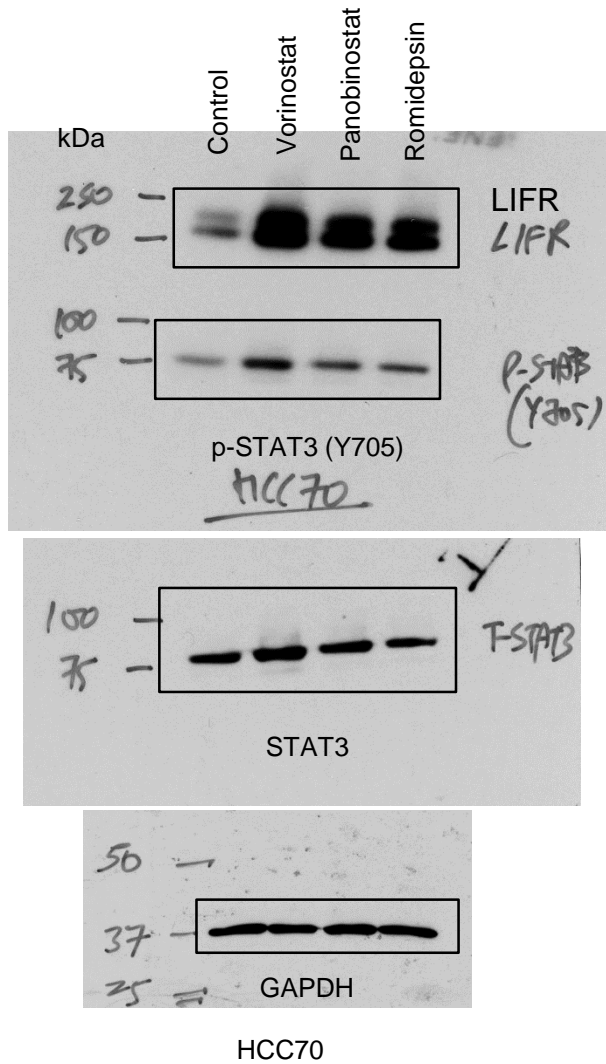

**Supplementary Figure 16.** Unprocessed scans of Western blots used in Supplementary Figure 1a. Cropped sections used as figures in the manuscript are marked as a box.

## Supplementary Figure 17

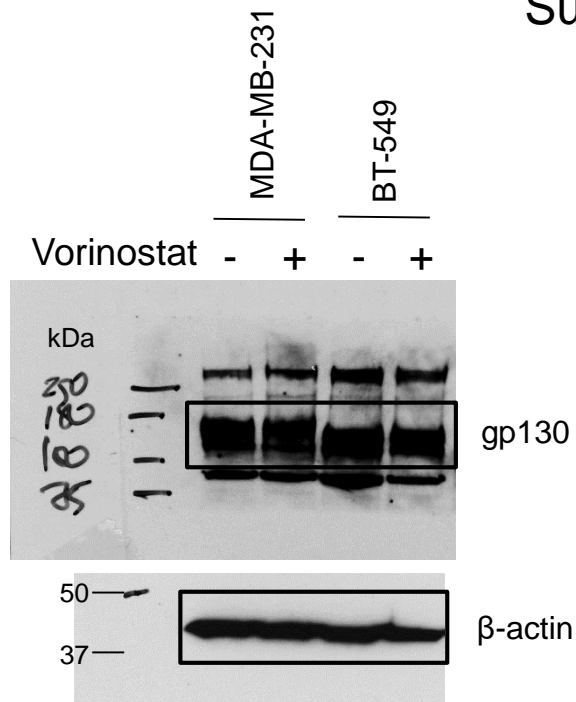

**Supplementary Figure 17.** Unprocessed scans of Western blots used in supplementary figure 1c. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary table 1

Primer sequences used for RT-qPCR analysis

| Gene name      | Forward Primer           | Reverse Primer           |
|----------------|--------------------------|--------------------------|
| LIFR           | TGTCAGGCGTTCTCGTCTC      | GAGTTGTGTTGTGGGTCACTAA   |
| CDKN1A         | TGTCCGTCAGAACCCATGC      | AAAGTCGAAGTTCCATCGCTC    |
| ATF3           | CCTCTGCGCTGGAATCAGTC     | TTCTTTCTCGTCGCCTCTTTTT   |
| GADD45A        | GAGAGCAGAAGACCGAAAGGA    | CACAACACCACGTTATCGGG     |
| TNFRSF10B      | ATGGAACAACGGGGACAGAAC    | CTGCTGGGGAGCTAGGTCT      |
| ID1            | CTGCTCTACGACATGAACGG     | GAAGGTCCCTGATGTAGTCGAT   |
| ID2            | AGTCCCGTGAGGTCCGTTAG     | AGTCGTTTCATGTTGTATAGCAGG |
| ID3            | GAGAGGCACTCAGCTTAGCC     | TCCTTTTGTGCGTTGGAGATGAC  |
| UBE2S          | ACAAGGAGGTGACGACACTGA    | CCACGTTCCGGGTGGAAGAT     |
| AURKA          | GAGGTCCAAAACGTGTTCTCG    | ACAGGATGAGGTACACTGGTTG   |
| CCNB           | AATAAGGCGAAGATCAACATGGC  | TTTGTTACCAATGTCCCCAAGAG  |
| KIF2C          | CTGTTTCCCGGTCTCGCTATC    | AGAAGCTGTAAGAGTTCTGGGT   |
| GP130          | CGGACAGCTTGAACAGAATGT    | ACCATCCCCTCACACCTCA      |
| OSM            | CACAGACTGGCCGACTTAGAG    | AGTCCTCGATGTTTCAGCCCA    |
| CNTF           | GAAGATTTCGTTGAGACCTGACTG | AAGGTTCTCTTGAGTCGCTC     |
| CDK4           | ATGGCTACCTCTCGATATGAGC   | CATTGGGGACTCTCACACTCT    |
| GAPDH          | TCGACAGTCAGCCGCATCT      | CTAGCCTCCCGGGTTTCTCT     |
| $\beta$ -actin | GTGGGCATGGGTCAGAAG       | TCCATCACGATGCCAGTG       |

# Supplementary material for: LIFR inhibition enhances the therapeutic efficacy of HDAC inhibitors in triple negative breast cancer
**Source:** Commun Biol. 2021 Oct 29;4:1235. doi: 10.1038/s42003-021-02741-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1.

**Description:** Source data for the graphs and charts.

How the deposited data were processed for this re-analysis (not part of the article)

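BT-549 cells were treated with vehicle, EC359, vorinostat or both drugs for 24 h, with 2 RNA-seq libraries per group and 8 in all. Per the paper's methods and the labels, the authors sequenced 50 bp single-end reads, aligned them to hg19 with TopHat2 and counted them on NCBI RefSeq genes with HTSeq. The deposited values are these raw read counts per gene symbol, 1 list per library, without normalization. The 5 summary lines of HTSeq at the end of each list were left out of the gene counts. Software versions and the strand setting of the counting are not stated. Between 19069450 and 24759041 counts fell on genes in a library. By group these were 20931921 and 21020292 for vehicle, 24759041 and 19098230 for EC359, 19069450 and 23060018 for vorinostat, and 20476800 and 20302102 for the combination.

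Genes were kept by the filterByExpr function of edgeR 4.0.16 in R 4.3.3, by group and with its default settings, and scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to the 8 libraries, with a common dispersion of 0.0135 and 4.98 prior degrees of freedom. Each comparison, and the interaction of the drugs, was tested with edgeR's quasi-likelihood test and adjusted by the Benjamini-Hochberg method over the tested genes. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 1, and an interaction at an adjusted p under 0.01 alone. Gene lists were tested with camera in limma 3.58.1 at an adjusted p under 0.05. The lists came from general knowledge, apart from the S phase and G2 and M phase lists of Seurat 5.3.0. The published STAT3 induced and repressed sets, the hallmark sets and the GO terms were not used here.

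The genes named are those the paper names for its transcriptome or the LIFR pathway, and members of the gene lists. They also include the 3 genes with the largest log2 fold change in each direction in EC359 against vehicle, vorinostat against vehicle, the combination against vorinostat and the interaction. These had to be called, to have an average log2 CPM of at least 3, and to show no overlap between the libraries of the groups compared. For the interaction, the EC359 differences of the libraries numbered 1 and of those numbered 2 had to lie on the same side. Coordinates, transcript lengths and GC content came from GENCODE on GRCh37, the build that hg19 shares, and 21044 of 23228 symbols were matched (90.6%).

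Libraries of a group are numbered 1 and 2 in the sample labels, and these numbers are the only source for a pairing across groups. The replicate number was therefore also fitted as a block. A crossed block, with the numbers of the combination libraries exchanged, was added after seeing the data. The other alternatives were DESeq2 1.42.0, RLE and total-count normalization, other filters on low counts, other thresholds, fits on 4 libraries, other clustering methods, the rotation test fry, and leaving out each library in turn. Offsets for GC content and transcript length, and folds relative to GAPDH, were added after seeing the data. With a library left out, a group holds a single library, so only log2 fold changes were computed.

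The procedure was tested on simulated data with 13407 genes. Most of these were unchanged, and the changed genes were well expressed, with large fold changes. The spread of a gene was equal in all groups, and genes were called by adjusted p without the fold threshold. The real data differ in these respects, so the rates given here may not hold for them. Of 200 changed genes 99.5% were recovered and 4 unchanged genes were called. Of 200 genes with an interaction 99.0% were recovered, with 5 other genes called. Among 200 lists without a change, camera gave a p under 0.05 for 1. All 600 genes made from the 6 cluster profiles, with little noise added, were assigned to their own profile. The other experiments of the paper were not analysed here. Figures were drawn with Python 3.11.15.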

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

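All tests of explanations in this part were chosen only after the results were seen, apart from those of cholesterol synthesis, the integrated stress response and the glucocorticoid receptor under EC359 alone. Those, the gene lists other than the MAPK list and the shortened STAT3 list, the groups, the comparisons and the thresholds were set before the data were examined.

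The effect of EC359 differed with and without vorinostat in 288 genes (adjusted p under 0.01, edgeR's quasi-likelihood test for the interaction with Benjamini-Hochberg adjustment), 222 above the sum of the single-drug changes and 66 below. With normalization for library size by total counts only, 252 of the 288 still passed. That scaling moved the median interaction of all tested genes only from 0.02 to -0.06, so larger errors of normalization were not tested. With the offsets against GC content or transcript length bias 270 of 278 matched genes passed. Chance differences between single libraries would leave the interaction from libraries 1 unrelated to that from libraries 2, and their Pearson r across genes was 0.418. A library labelled with the wrong EC359 treatment would lie among those of the other treatment on the second principal component. The lowest score with EC359 exceeded the highest without it by 42.6, so no library was exchanged in this way. The EC359 libraries scored 39.7 and 17.7, and a partial mixture in the latter was not tested. The share of counts on the 10 most counted genes differed by 2.80 percentage points between libraries, so a few genes taking most of the counts is an unlikely source. Of the 222 genes above the sum, 92 had a log2 fold change below 0 under each drug alone. Another 65 had one under EC359 only and 25 under vorinostat only. These counts use the sign and not the level of expression. They therefore cannot tell how many of the genes were brought near their lowest level. The replicate block called 189 genes, of which 187 were among the 288, and the crossed block called 477, which held all 288. The shares above and below the sum also moved, to 429 and 256 in DESeq2 and 241 and 130 with the GC offsets. Reads shared between paralogs, reads from other cells and batches were not tested and remain. That the drugs alter the response to each other in these cells is a hypothesis.

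Genes with such a difference are given as log2 interaction, with the adjusted p from edgeR and its range over the alternatives in brackets. Among the paper's genes these were CDKN1A at -1.88 (1.8e-04; 2.8e-23 to 5.0e-04), GADD45A at 0.87 (0.0065; 1.0e-04 to 0.016) and AURKA at -0.75 (0.0059; 1.3e-06 to 0.016). In the LIFR pathway they were LIFR at 1.29 (0.0035; 5.0e-07 to 0.0085), LIF at 1.92 (4.6e-04; 1.2e-14 to 0.0012), IL6ST at 0.98 (0.0083; 2.8e-05 to 0.012) and SOCS3 at 1.43 (0.0023; 2.5e-09 to 0.0055). The largest by the rule for named genes were CPA4 at 3.89 (0.0048; 1.5e-10 to 0.0088), CRISPLD2 at 3.73 (2.3e-05; 2.6e-59 to 1.3e-04) and ANK1 at 3.53 (1.3e-04; 3.6e-30 to 4.6e-04) above the sum, and NTNG2 at -2.16 (3.8e-04; 1.0e-15 to 0.0012), PLAU at -2.22 (1.2e-04; 3.7e-30 to 2.5e-04) and ADAM19 at -2.65 (7.0e-05; 1.1e-35 to 2.3e-04) below it. None of these signs changed when any single library was left out. The genes were chosen for a low adjusted p in the same libraries, which makes such a change unlikely, so this adds little. CPA4 had 9 and 0 counts in the EC359 libraries, and its interaction ranged from 3.04 to 9.00 with a library left out, so its size is not fixed by these data. IL6ST has 1 pseudogene by name, and ADAM19 overlaps CYFIP2 and NIPAL4 on the opposite strand and an unnamed gene on the same strand. Paralogs and reads from other cells were not tested for these genes.

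Among gene lists, the effect of EC359 with vorinostat minus that without it had a median of 0.70 for cholesterol synthesis (adjusted p 5.2e-11 from camera, 5.9e-12 to 0.0057 over the alternatives; 17 of 20 genes above 0). It was 0.37 for the glucocorticoid list (1.3e-05, 2.4e-06 to 0.0014; 7 of 9), -0.36 for the NRF2 list (6.6e-04, 4.1e-04 to 0.0047; 10 of 12 below 0) and 0.35 for the STAT3-induced list (5.9e-05, 8.6e-05 to 0.0029; 14 of 22 above 0). The GC offsets are among these alternatives. Paralogs and other cells were not tested for these lists.

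Apart from the STAT3 gene sets, the paper's text names no pathway for EC359 alone in the transcriptome. Cholesterol synthesis fell by a median of 0.78 on the log2 scale, in 20 of 20 genes (-0.78, adjusted p 8.6e-15 from camera, 1.4e-15 to 6.7e-04 over the alternatives). With the offsets for GC content or transcript length bias the median was -0.82 and the adjusted p 1.4e-15. Total counts gave 5.4e-14, but camera compares a list with the other genes, so normalization for library size could hardly move it and is not tested by this. The integrated stress response list rose by 0.42 in 24 of 27 genes (2.5e-07, 1.5e-07 to 6.0e-04). These tests show that the lists moved and not why, so feedback on cholesterol synthesis and the integrated stress response are untested as explanations. The glucocorticoid list had a median of 0.44, with 6 of 9 genes higher, and did not pass as a set (0.948, 0.88 to 0.96). The 10 MAPK activity genes, a list chosen after the first results were seen and with DUSP6 as a member, had a median of 2.13, with 9 of 10 higher (unadjusted p of 1.6e-39 from camera). With the offsets for GC content or transcript length bias it was 1.5e-38. With total counts it was 1.0e-39, which again does not test normalization for library size. The largest single changes under EC359 were DUSP6 at 4.32 (1.2e-06; 6.6e-131 to 0.0012), MMP3 at 4.16 (2.1e-06; 2.0e-72 to 0.0016) and GDF15 at 4.11 (1.2e-06; 1.0e-151 to 0.0011), and ANK1 at -3.76 (2.5e-06; 1.3e-85 to 0.0011), CRISPLD2 at -3.98 (1.2e-06; 9.8e-105 to 0.0012) and ANKRD58 at -4.05 (3.1e-06; 1.3e-82 to 0.0012) (log2 fold change, with the adjusted p from edgeR and its range over the alternatives). ANKRD58 was not matched to the annotation, so its overlaps were not checked. Paralogs and reads from other cells were not tested, so an effect of EC359 on MAPK activity is a hypothesis and may have another source.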

How the results depend on the processing

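No test of an explanation was chosen for this part. The crossed block and the GC offsets were chosen after seeing the data. The cause of each change given here was not tested.

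Counts of genes stayed within 1.5 times the value reported in 143 of the alternatives tried and moved further in 30. Without a fold threshold, 1071 genes were called for EC359 against vehicle, 7130 for vorinostat, 7718 for the combination and 9022 in the union, with 1877 on adding EC359 to vorinostat and 7642 on adding vorinostat to EC359. The class raised by vorinostat and lowered by adding EC359 then held 217 genes, and that raised by EC359 and lowered by adding vorinostat 169. The classes lowered or raised by vorinostat without a change on adding EC359 held 2930 and 2983. A fit on 4 libraries called 233 genes for EC359. The number of genes with an interaction was 685 with DESeq2, 189 with the replicate block, 477 with the crossed block and 925 at an adjusted p of 0.05. At that threshold 783 genes were higher, and 597 lower, in the combination than under either drug, and DESeq2 gave 477 lower genes. The class raised by vorinostat and lowered by adding EC359 had 165 genes with total counts, 219 with DESeq2, 177 without a filter, 183 with the crossed block and 301 at an adjusted p of 0.05. Hierarchical clustering gave 169, 2354, 276, 65, 2210 and 615 genes at Clusters 1 to 6, and k-means 164 at Cluster 2, in groups that follow these profiles unequally.

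With each library left out in turn, genes with an absolute log2 fold change over 1 and no test ranged from 1488 to 2013 for EC359 (1426 with all libraries), 4899 to 5075 for vorinostat (4932) and 5544 to 5608 for the combination (5526). They ranged from 1277 to 1499 on adding EC359 (1204), 5404 to 5606 on adding vorinostat (5409), 6667 to 6910 in the union (6659) and 1624 to 1960 for the interaction (1619). The classes not changed by adding EC359 need a test and could not be counted this way. Of 144 log2 fold changes of named genes, 115 had an adjusted p under 0.01 in edgeR, and 0 of these changed sign with a library left out. Of the 29 others 7 did. Passing that threshold in the same libraries makes a change of sign unlikely, so the 0 is not separate evidence of stability.

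Among gene lists, 317 results were on the same side of the threshold and in the same direction, 18 became stronger, 2 weaker and 13 reversed. Of the 18, 15 came from fry and 3 from the GC offsets. With fry, the STAT3-induced list under EC359 (0.095, adjusted p 0.013; 0.013 to 0.11 over the alternatives) passed, as did MYC targets under vorinostat (-0.59, 9.6e-05; 9.6e-05 to 0.17), in the combination (-0.20, 0.0024; 0.0024 to 0.74) and on adding EC359 to vorinostat (0.23, 5.1e-04; 5.1e-04 to 0.13). Also with fry, pro-apoptotic genes passed under vorinostat (0.72, 0.0010; 0.0010 to 0.080) and on adding EC359 (0.24, 0.042; 0.042 to 0.46), and S phase genes on adding EC359 (0.066, 0.0046; 0.0046 to 0.73). The others with fry were the unfolded protein response under each treatment, anti-apoptotic genes under vorinostat and in the combination, heat shock genes in the combination, p53 targets outside the stress response under EC359, and the interaction of the stress response list. The GC offsets brought the STAT3-induced list under EC359 (0.21, 0.023), MYC targets on adding EC359 (0.18, 0.024) and p53 targets outside the stress response under EC359 (-0.18, 0.036; 0.010 to 0.087) past the threshold. With total counts the STAT3-induced list in the combination (0.53, 0.060; 7.3e-05 to 0.060) no longer passed. Nor did the anti-apoptotic genes on adding EC359, among genes with at least 10 counts in every library (0.34, 0.11; 5.4e-05 to 0.11).

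The medians that reversed were close to 0. With total counts these were cholesterol synthesis in the combination (-0.031), S phase (-0.022) and the unfolded protein response (-0.075) on adding EC359, and the interactions of p53 targets (-0.047), p53 targets outside the stress response (-0.062), S phase (-0.035) and the unfolded protein response (-0.074). With the GC offsets they were cholesterol synthesis (0.0015) and the unfolded protein response (-0.13) on adding EC359, and the interactions of p53 targets (-0.046), p53 targets outside the stress response (-0.081) and the unfolded protein response (-0.0076). Genes with at least 10 counts in every library put cholesterol synthesis under vorinostat at 0.053.

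Of the log2 fold changes of named genes, 1079 results were in the same direction and on the same side of the threshold, 14 became stronger, 22 weaker and 9 reversed. UBE2S under EC359 was -0.0067 with total counts. The interaction of TNFRSF10B was -0.048 with DESeq2, -0.080 with total counts, -0.046 with RLE, -0.00069 with at least 10 counts in every library and -0.046 with the GC offsets. That of CDK4 was -0.0078, -0.045 and -0.0052 with DESeq2, total counts and RLE. With a library left out, 21 log2 fold changes of named genes moved by at least the SD that the replicates of the compared groups give for the difference, and 659 by less. Of the 21, 19 came from leaving out EC359+vorinostat replicate 2. With 2 libraries per group and fixed scaling, leaving out either moves a log2 mean by less than that SD, so these counts show neither stability nor dependence on a library.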

Differences from the paper's values

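The only tests of explanations in this part, counts relative to GAPDH and the shortened STAT3 list, were chosen after seeing the values. At Cluster 2, 397 genes were placed against the paper's 661. None of the alternatives set before the data were examined closed the gap: hierarchical clustering gave 2354, k-means 164, the union that also holds the combination against vorinostat 413, and the calls of DESeq2 414. The mean of the k-means group correlated with the Cluster 2 profile at only 0.117 and that of the hierarchical group at 0.905, so the k-means size is not that of a comparable cluster.

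The RNA-seq fold of GADD45A under vorinostat over vehicle was 1.83 (SD 0.0496, n = 2) against 1.18 in the paper's RT-qPCR (the paper's SD 0.0998, n = 3). None of the alternatives set before the data were examined closed the gap, with 1.86 for RLE, 1.84 for total counts and 1.86 for DESeq2. Counts relative to GAPDH, chosen after seeing the values, gave 1.05, but put 29 of the 36 folds within 1.5 times of the paper's. GADD45A in the combination, for example, then had 5.79 against the paper's 9.24. Across the 12 genes and 3 treatments, 35 of 36 RNA-seq folds lay on the same side of 1 as the paper's RT-qPCR and 35 lay within 1.5 times of it with TMM. CDK4 under EC359 had 0.802 against the paper's 1.03.

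The paper counts 6341 genes in all, and the union here held 5689, within 1.5 times of it. The paper's text does not state which comparisons its total covers, so the 2 counts may not cover the same comparisons. The nearest settings were an adjusted p of 0.05 with 6252 genes and the union that adds the comparisons of the combination with each drug with 6231.

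The paper describes Cluster 1 genes such as CDKN1A and TNFRSF10B as raised synergistically. On the log2 scale the combination lay -1.88 from the sum of the single-drug changes for CDKN1A and 0.00 for TNFRSF10B, but 0.57 for ATF3 and 0.87 for GADD45A. The same differences from the paper's RT-qPCR means give -1.41, 0.01, 0.90 and 1.74, so the measured values do not differ in direction here. On the CPM scale CDKN1A had 469.5 in the combination against 289.5 under vorinostat and 43.5 under EC359. The paper describes the Cluster 3 genes as lowered further by the combination than by either drug. Adding EC359 to vorinostat changed KIF2C by -0.48 (adjusted p 0.018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and CDK4 by -0.28 (0.37). KIF2C passed an adjusted p of 0.01 with DESeq2 (0.0014), in the fit on 4 libraries (0.0012) and with the crossed block, chosen after seeing the values (0.0063), in a range of 0.0012 to 0.030 over the alternatives. CDK4 passed in the fit on 4 libraries alone (0.0094), in a range of 0.0094 to 0.42.

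The paper finds the STAT3 induced set lowered by EC359, with an upward trend under HDACi, and lowered in the combination against HDACi. The own list of 22 STAT3-induced genes had medians of 0.10, -0.03 and 0.87 in these comparisons, with 2.0e-06 as adjusted p of the last from camera. Over the alternatives that median ranged from 0.78 to 0.87 and the adjusted p from 5.4e-08 to 2.0e-04. The list without genes that ERK or AP-1 also induce, chosen after seeing the values, had a median of -0.58 under EC359. Under EC359 camera ranked it downward (unadjusted p of 0.026, and 0.115 with the GC offsets). On adding EC359 to vorinostat its median was -0.22. In that last comparison camera nevertheless ranked these 13 genes upward in the 5 settings tried (unadjusted p of 0.125, and 0.034 with the GC offsets). Their interaction had a median of 0.36, with 9 of 13 higher (unadjusted p of 3.5e-05).

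The paper links Cluster 3 to E2F and Myc pathways by GSEA with the hallmark sets, which were not used here. The S phase and MYC lists are only stand-ins, so low counts of them do not speak against that link. The S phase list had 3 of 46 genes at Cluster 3 against 3.61 by chance, and the MYC list 1 of 31 against 2.43. The G2 and M phase list had 21 of 53 there, against 4.16 (adjusted p 8.0e-09, Fisher's exact test). The S phase list did fall in the combination against vehicle, by a median of -0.73 (adjusted p 7.6e-05, camera). Vorinostat alone also gave -0.73 (adjusted p 4.3e-07, camera). In the combination against vehicle the MYC list passed with fry, at a median of -0.20 (adjusted p 0.0024, range over the alternatives 0.0024 to 0.74).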

Other observations

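The test of p53 targets was set in advance, and the others in this part were chosen only after the result was seen. In the combination against vehicle the list of p53 targets rose by a median of 0.66. A candidate explanation is targets shared with the integrated stress response. Without the targets taken as shared, the 22 remaining had a median of 0.14, with 11 higher and 11 lower (unadjusted p of 0.590, camera). The rise may therefore come from the removed genes. These include CDKN1A, GADD45A and TNFRSF10B, which are not on the integrated stress response list. The test therefore cannot tell whether that response is the source. Reads shared between paralogs were not tested.

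The rise of the STAT3-induced list on adding EC359 to vorinostat could come from genes of the list that ERK or AP-1 also induce. Without those, the 13 remaining genes had a median of -0.22, with 6 higher, and an unadjusted p of 0.125 from camera. The GC offsets gave 0.034 for these 13 genes with camera in the upward direction, so a part of the rise outside the removed genes cannot be ruled out. GC content or transcript length bias left the whole list at an adjusted p of 5.4e-08 (range over the alternatives 5.4e-08 to 2.0e-04; median 0.87, 14 of 22 genes higher). On adding EC359 to vorinostat the MAPK activity genes had a median of 1.90, with 10 of 10 higher. That EC359 raises ERK-driven genes in these cells is a hypothesis formed on these data, and other sources of reads were not tested.

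The ligands OSM and CNTF were at most at 3 and 2 counts in any library, SOX2 at most at 2, and NANOG at 0 in all. By RT-qPCR, the paper reports OSM and CNTF as expressed in TNBC cells. CNTF overlaps ZFP91-CNTF on the same strand. LIFR changed by -0.74 under EC359 and 1.65 under vorinostat, LIF by 2.32 and -2.16, and IL6ST by 0.48 and 1.54 (log2 fold changes). On adding EC359 to vorinostat LIF changed by 4.24 and IL6ST by 1.46. GAPDH, which has 65 pseudogenes by name, changed by 0.80 under vorinostat, and ACTB, which has 12, by -1.06 in the combination. SREBF1, which overlaps RAI1 on the opposite strand, changed by 2.06 under vorinostat and -2.27 on adding EC359 to it.

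Across genes, the log2 fold change had a Spearman correlation with GC content of -0.188 for EC359 against vehicle and -0.238 for the combination against vorinostat. The chi-square per degree of freedom between the 2 libraries of a group was 6.85 for vehicle, 47.4 for EC359, 2.24 for vorinostat and 9.73 for the combination. MKI67 had 15319 and 7069 counts in the EC359 libraries.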
